# Long-Term Effects of Ionizing Radiation on Gene Expression in a Zebrafish Model

**DOI:** 10.1371/journal.pone.0069445

**Published:** 2013-07-30

**Authors:** Lahcen Jaafar, Robert H. Podolsky, William S. Dynan

## Abstract

Understanding how initial radiation injury translates into long-term effects is an important problem in radiation biology. Here, we define a set of changes in the transcription profile that are associated with the long-term response to radiation exposure. The study was performed *in vivo* using zebrafish, an established radiobiological model organism. To study the long-term response, 24 hour post-fertilization embryos were exposed to 0.1 Gy (low dose) or 1.0 Gy (moderate dose) of whole-body gamma radiation and allowed to develop for 16 weeks. Liver mRNA profiles were then analyzed using the Affymetrix microarray platform, with validation by quantitative PCR. As a basis for comparison, 16-week old adults were exposed at the same doses and analyzed after 4 hours. Statistical analysis was performed in a way to minimize the effects of multiple comparisons. The responses to these two treatment regimes differed greatly: 360 probe sets were associated primarily with the long-term response, whereas a different 2062 probe sets were associated primarily with the response when adults of the same age were irradiated 4 hours before exposure. Surprisingly, a ten-fold difference in radiation dose (0.1 versus 1.0 Gy) had little effect. Analysis at the gene and pathway level indicated that the long-term response includes the induction of cytokine and inflammatory regulators and transcription and growth factors. The acute response includes the induction of p53 target genes and modulation of the hypoxia-induced transcription factor-C/EBP axis. Results help define genes and pathways affected in the long-term, low and moderate dose radiation response and differentiate them from those affected in an acute response in the same tissue.

## Introduction

Embryos of the zebrafish (*Danio rerio*) are small, transparent, and available in copious numbers. Zebrafish have wide applications as a vertebrate model organism in radiation biology and other fields [1]. The zebrafish genome encodes homologues of mammalian genes involved in the DNA damage response, inflammation, and other disease-relevant processes. Prior work includes studies of radiation toxicity, adaptive and bystander responses, and radiation modifiers [2]–[8].

Here, we use the zebrafish embryo model to investigate the long-term response to radiation. We exposed embryos to γ-rays at a low dose of 0.1 Gy, corresponding to about 1% of the acute LD_50_ in zebrafish and near the lower limit for measurement of acute cell death *in vivo* [5]. Another cohort was exposed to a moderate dose of 1.0 Gy, which remains far below the level associated with developmental delay or defects [3]. We allowed the embryos to develop for 16 weeks before analysis. As a basis for comparison, we irradiated adults at the same doses, four hours before analysis. We used mRNA expression profiling as a sensitive measure of biological response. Application of this technology in other biological models has confirmed the ability to discriminate between immediate and delayed effects [9]–[14], as well as many other aspects of the radiation response (reviewed in [15]–[17]).

We measured mRNA levels in liver tissue, as the liver is a readily accessible and well-characterized organ in small laboratory fish [18], [19]. It is also one of the first sites to show age-associated degenerative changes, which we reasoned might be similar to those induced by low dose radiation [20]. Results allow us to define genes whose expression is altered in an intact vertebrate model, nearly four months following radiation exposure, and to identify some of the biological pathways with which these genes are associated.

## Materials and Methods

### Animal Methods

This study was carried out in accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. This study received specific approval from the Institutional Animal Care and Use Committee at Georgia Regents University, formerly Georgia Health Sciences University (protocol number BR09-10-259). Exposure to ionizing radiation at the doses used in this study is not known to cause pain or distress.

We established five experimental groups as follows: zebrafish embryos were collected from three wild type breeding pairs, pooled, and allowed to develop for 24 hours. One group of ∼50 embryos was withdrawn to serve as the non-irradiated control (Group A). To investigate the long-term response, two other groups of ∼50 embryos each were withdrawn and irradiated with 0.1 Gy (Group B) or 1.0 Gy (Group C) of ^137^Cs γ-rays (Model 68A irradiator, J. L. Shepherd & Associates, San Fernando, CA). Embryos in all three groups were then allowed to grow and develop at 28°C using standard maintenance protocols [21]. At 16 weeks post-fertilization, six males from each group were randomly selected, anesthetized with MS-222 (ethyl 3-aminobenzoate methanesulfonate salt; Sigma–Aldrich, St. Louis, MO), sacrificed, sex verified, and dissected. Livers were removed and rapidly frozen in TRIzol Reagent (Life Technologies, Grand Island, NY). In addition, 12 males from Group A were randomly selected and used to establish the acute response groups. These were subjected to whole body irradiation at 0.1 Gy (Group D) or 1.0 Gy (Group E) and sacrificed for analysis at 4 hours post-irradiation. Females were excluded because the role of liver in oogenesis makes hormonal variation a potential confounding factor.

### RNA Isolation and Microarray Hybridization

We performed microarray analysis using three replicates from each group (three pools of two fish each). Sample preparation and analysis were performed in the Georgia Regents University Cancer Center Integrated Genomic Core. Total RNA extraction, cDNA synthesis, and synthesis and labeling of antisense RNA was performed as recommended by Affymetrix using Life Technologies kits. Microarray analysis was performed using the GeneChip Zebrafish Genome Array (Affymetrix, Santa Clara, CA). Primary data have been deposited in GEO (Accession Number GSE46026).

### Statistical Methods

The quality of the data for all chips was evaluated using probe-level models, using the affyPLM package in the R statistical computing environment [22], [23]. These data were then normalized using quantile normalization, and probe set expression values were calculated using the Robust Multiarray Average method [24], [25]. Any probe sets having an interquartile range less than 0.2 were filtered out for all subsequent analyses. The Linear Models for Microarray Data (LIMMA) package [26] was used to determine which probe sets differed among the five treatment groups using comparisons enumerated in the Results section. Only probe sets that had a significant result for the overall F-test were considered significant for any of the comparisons to protect against increasing errors due to increasing multiple comparisons. A 5% false discovery rate (FDR) [27] was used to determine significance for any given test.

Pathway-based analyses were conducted using multivariate analysis of variance using the sets of genes belonging to the same Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway. Classical multidimensional scaling was used to represent the variation in all genes within the gene set using only two dimensions and Euclidean distances. Permutations were used to test significance, and a 5% FDR was used to adjust for multiple testing. This is an extension of Hoteling’s T^2^ approach [28], [29].

### Quantitative Real-time PCR (qPCR)

Synthesis of cDNA was performed using a OneStep RT-PCR kit (QIAGEN, Valencia, CA) with 1 µg of RNA as input. qPCR was performed using a QuantiTect SYBR Green RT-PCR kit (QIAGEN). Gene-specific primers are listed in Table S3. The ΔΔC_t_ method was used for calculation and analysis, with the RPL13a gene as the internal reference.

## Results

### Experimental Design and Overview of Results

The goal of this work was to define the long-term response to low and moderate dose radiation exposure and to contrast it with an acute response in the same tissue. To do this, we chose a design where the age at analysis was fixed and the age at exposure varied. For convenience, we shall refer to individuals exposed as embryos and analyzed after 16 weeks as the “long-term response groups” and those that were exposed as 16 week old adults and analyzed after four hours as the “acute response groups,” although in actuality, the treatment groups differ both with regard to the duration of the response and the age at exposure, these variables being linked. The strategy used to establish the treatment groups is diagrammed in Figure 1A and is explained in detail in Materials and Methods. 

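Expression of liver mRNA was measured on 15 GeneChip Zebrafish Genome Arrays, on which short probes are grouped into probe sets that each read 1 or more transcripts. There were 5 groups of 3 arrays, and each array read RNA pooled from the livers of 2 males that were 16 weeks old. Control fish were not irradiated. The long-term response groups received 0.1 or 1.0 Gy of γ-rays at 24 hours post fertilization, and the acute response groups received the same doses as adults, 4 hours before analysis. The 12 males of the acute response groups came from the cohort that also gave the controls. The deposited values are log2 probe set expression after quantile normalization and Robust Multiarray Average summarization by the authors, and array medians lay between 5.018 and 5.14. For 4 arrays, control replicates 2 and 3 and adult 0.1 Gy replicates 1 and 2, the source name in the deposited record reads as the other of these groups, and the groups used here follow the title, dose and timing entries. Of 15502 probe sets for zebrafish transcripts, the 8634 with an interquartile range of at least 0.2 were tested with limma, which fits the 5 group means and shares an estimate of the spread across probe sets. A probe set passed in a comparison where the F-test over the 5 groups (4352 probe sets) and the comparison itself both had an adjusted p under 0.05. Differences are on the log2 scale with their standard error from limma, and group means carry an SD over 3 arrays, whose number limits the precision. In the paper, embryos of 3 breeding pairs were pooled for 24 hours. The cohort of the controls and each long-term group were then taken from them, each as a single batch. The errors therefore measure the spread between liver pools of the same batch. For the long-term groups, irradiation cannot be told apart from other differences between the batches after they were separated. For the acute groups, no sham irradiation of the controls is described. The genes named, and 25 gene lists for liver, radiation and other cell types, were chosen by rules fixed before the data were examined. Some lists hold genes that the tables of the paper pick from these arrays, so their results are not independent of that choice.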

Upon completion of the treatments, we harvested liver tissue, extracted RNA, and performed microarray analysis using three biological replicates (pools of two fish each) from each treatment group.

**Figure 1:**
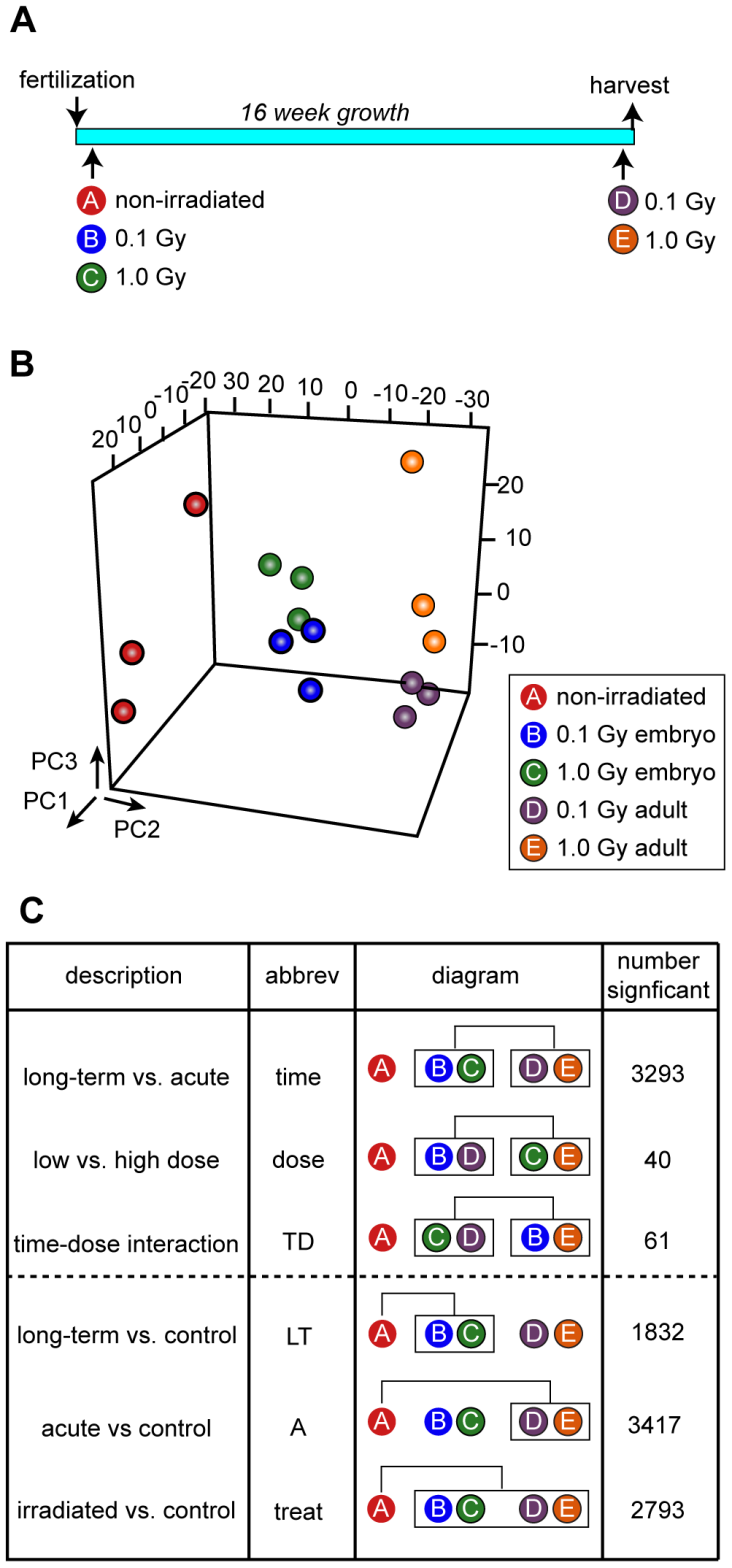
Experimental design and overview of results. A. Design. There are five experimental groups, which were established as detailed in Materials and Methods. Group A, non-irradiated control, Groups B and C, long-term response, Groups D and E, acute response. B. Multidimensional scaling representation. Three-dimensional plot shows three biological replicates per experimental group. PC, Principal Coordinates. Color key as shown. C. Inter-group comparisons. The first three comparisons, which were set up in a way to minimize the effects of multiple testing, evaluate the effect of time of irradiation, dose, and time-dose interaction. Three further comparisons identify genes that are significant comparing long-term response samples as a group versus control samples, acute response samples as a group versus control samples, and all irradiated samples as a group versus control. The number of probe sets identified as significant in each comparison is indicated.

An overview of the differences between individuals, reduced to three dimensions based on multidimensional scaling, is plotted in Figure 1B. 

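Along the first dimension of a classical scaling of the 8634 probe sets, control arrays lay at -31.2 ± 2.9 (SD, n = 3), embryo 0.1 Gy arrays at -7.8 ± 3.2, embryo 1.0 Gy arrays at -12.8 ± 3.5, adult 0.1 Gy arrays at 26.5 ± 3.1 and adult 1.0 Gy arrays at 25.3 ± 4.4. This dimension held 40.2% of the variance. Along the second, with 15.8%, the embryo groups lay at -12.2 ± 6.1 and -15.7 ± 4.1, the adult groups at 9.2 ± 5.1 and 0.9 ± 6.5, and the controls at 17.9 ± 13.9. Along the third, with 9.3%, the 0.1 Gy groups lay at -10.4 ± 5.7 (embryo) and -6.7 ± 3.1 (adult) and the 1.0 Gy groups at 0.2 ± 4.4 and 11.6 ± 13.3. Single arrays led the third dimension, with adult 1.0 Gy replicate 3 at 26.6 and control replicate 1 at 19.5.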

The first dimension mainly separates the irradiated from non-irradiated groups, the second dimension mainly separates based on timing (i.e., long-term versus acute response groups), and the third dimension mainly separates based on dose. These results suggest that the largest difference between irradiated and non-irradiated groups relates to timing, with the dose effect being smaller. In particular, the individuals in the two long-term response groups clustered close to one another, regardless of whether they received 0.1 or 1.0 Gy.

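In livers of fish irradiated as embryos, ppp1r15a, a phosphatase subunit that restores translation after stress, was higher at 0.1 than at 1.0 Gy (log2 difference 2.78 ± 0.40, adjusted p = 0.0045), and so was ppp1r3ca, a subunit that targets a phosphatase to glycogen (2.29 ± 0.28, adjusted p = 0.002). The transcripts of the RNA-binding proteins hnrnpa0b (-2.40 ± 0.28, adjusted p = 0.002) and khdrbs1a (-1.87 ± 0.25, adjusted p = 0.0039) were lower at 0.1 Gy. In limma, 107 probe sets differed between the embryo groups, 35 higher and 72 lower at 0.1 Gy. Between the adult groups 7 differed, all higher at 0.1 Gy, among them the thyroid hormone deiodinase dio2 (1.98 ± 0.32, adjusted p = 0.043) and the kinase pim1 (1.13 ± 0.17, adjusted p = 0.027). At an unadjusted p under 0.05 these counts were 1194 and 1077. In the scaling the centres of the embryo groups were 12.2 apart and those of the adult groups 20.2, against 41.2 and 38.6 from the control centre to the embryo groups and 59.5 and 59.3 to the adult groups. The embryo count fell to between 37 and 70 when any 1 of the 6 embryo arrays was left out, was 173 without control replicate 1, and ranged from 0 to 53 for the adults. Of the 10 genes that the naming rule gave with a call between the embryo groups, the 4 named here kept it in all 15 fits that each left out 1 array. The other 6 lost it in at least 1 fit. The calls of dio2 and pim1 were lost in 9 and 7 fits. With other probe sets of hnrnpa0b and khdrbs1a the calls were lost.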

We next performed comparisons at the individual gene level (Figure 1C). To investigate the different responses that occurred with different radiation treatments, we set up three comparisons in a way to minimize the effect of multiple comparisons. One was a time comparison, to identify genes where expression in the long-term groups differed from the acute groups; another was a dose comparison, to identify genes where expression in the 0.1 Gy groups differed from the 1.0 Gy groups; and a third was a time-dose interaction comparison, to identify genes where the difference between long-term and short-term exposure groups depended on the radiation dose. Results indicated that many probe sets showed a time effect (3293 of 5307 probe sets with detectable hybridization), whereas fewer probe sets showed a dose effect (40 of 5307) or a time dose interaction (61 of 5307).

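Of time, dose and their interaction, time was the comparison in which most probe sets differed. Growth hormone receptor b (ghrb) was higher in the long-term than in the acute groups (log2 difference 2.25 ± 0.15, adjusted p = 6.3e-07), and igfbp1b, a binding protein that restrains insulin-like growth factors, was lower (-3.38 ± 0.32, adjusted p = 5.5e-06). The anti-apoptotic bcl2l10 (-1.82 ± 0.19, adjusted p = 1e-05) and acsl4a, which activates long-chain fatty acids (-2.15 ± 0.22, adjusted p = 1.1e-05), were also lower in the long-term groups. In limma 2875 of the 8634 probe sets (33.3%) passed, 1776 higher and 1099 lower in the long-term groups.
For dose, 40 probe sets passed, 25 higher and 15 lower at 0.1 Gy (33 and 8 when each array's median was subtracted). Higher at 0.1 Gy were mycb, a Myc transcription factor (2.68 ± 0.52, adjusted p = 0.045), socs3a, a suppressor of cytokine signaling (2.03 ± 0.35, adjusted p = 0.032), ppp1r15a (1.78 ± 0.29, adjusted p = 0.024) and pim1 (1.09 ± 0.12, adjusted p = 0.0024). hnrnpa0b was lower (-1.39 ± 0.20, adjusted p = 0.015). For the time-dose interaction 61 passed, 18 with a more positive 0.1 minus 1.0 Gy difference in the long-term groups and 43 with a more positive one in the acute groups, the latter including uck2b, an enzyme of pyrimidine salvage (-1.09 ± 0.16, adjusted p = 0.014), and the coactivator pprc1 (-0.98 ± 0.14, adjusted p = 0.014). At an unadjusted p under 0.05 the counts were 4076 for time, 1192 for dose and 1076 for the interaction. Over the 15 fits that each left out 1 array, the dose count ran from 3 (without embryo 1.0 Gy replicate 2) to 77 (without control replicate 1) and the interaction count from 4 (without adult 0.1 Gy replicate 3) to 132 (without control replicate 1). The dose call was lost in 12 of these fits for mycb, 10 for socs3a, 5 for ppp1r15a, 2 for hnrnpa0b and 0 for pim1.

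**Figure D1:**
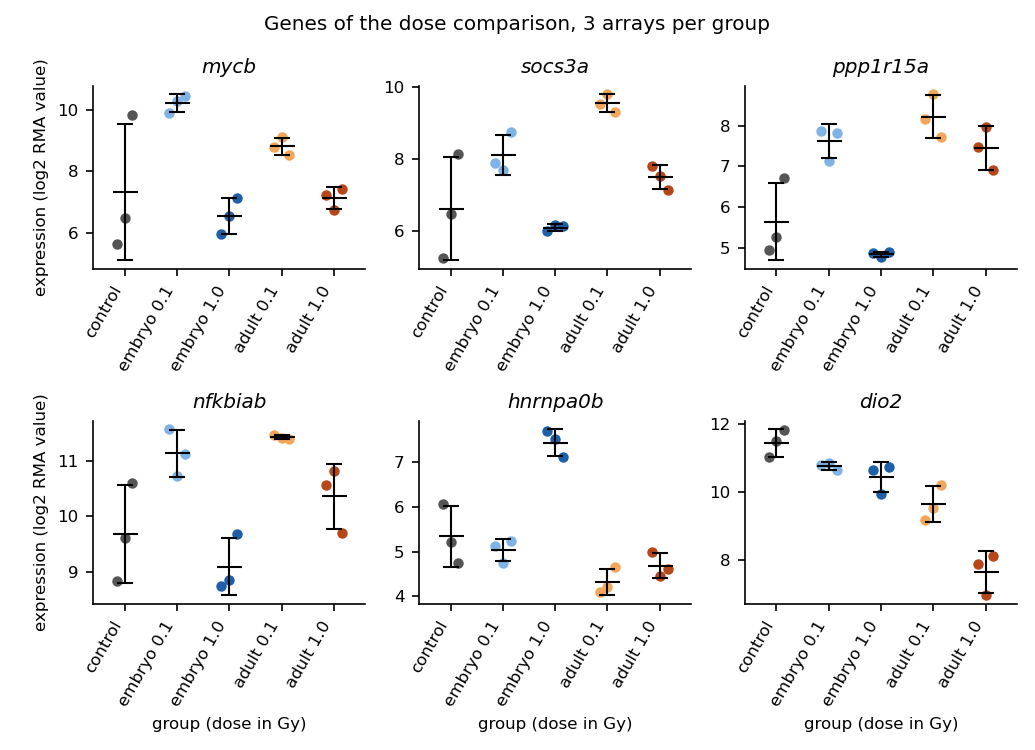
Log2 expression of 6 genes called for dose (mycb, socs3a, ppp1r15a, nfkbiab, hnrnpa0b and dio2) on each array, by group on the horizontal axis; points are arrays, horizontal lines are group means and bars are the SD. In both responses the 0.1 Gy mean is above the 1.0 Gy mean for the first 4 genes and dio2, and below it for hnrnpa0b. The genes were called on the mean of both responses, which favours the same direction in each. Arrays of the doses overlap between the adult groups for hnrnpa0b and ppp1r15a, and between the embryo groups for dio2. Non-irradiated control replicate 3 lies near the embryo 0.1 Gy arrays for mycb (9.84), socs3a (8.12) and nfkbiab (10.6). For ppp1r15a it lies at 6.72, above the other controls (4.93 and 5.26).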

To further narrow the scope of investigation, we set up three additional comparisons between treated groups and non-irradiated controls (the first set of comparisons did not involve the control group). One of these was between the long-term response groups and the control group, another was between the acute response groups and the control group, and a third was between the irradiated groups, taken together, and the control group (Figure 1C). 

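At 16 weeks, increases from control in livers of fish irradiated as embryos included klf9, a transcription factor that responds to glucocorticoid and thyroid hormone (log2 difference 2.66 ± 0.39, adjusted p = 0.00054), and the phosphatase ctdsp2 (1.64 ± 0.17, adjusted p = 4.9e-05). Decreases included the tubulin tubb2b (-2.32 ± 0.15, adjusted p = 1.8e-06), hmgcs1, an enzyme of cholesterol synthesis (-2.21 ± 0.18, adjusted p = 7.2e-06), and g3bp1, a protein of stress granules (-2.16 ± 0.23, adjusted p = 6.7e-05). At 4 hours after adult irradiation, ivns1abpb (3.91 ± 0.28, adjusted p = 4.4e-07) and the sulfotransferase sult2st1 (3.43 ± 0.33, adjusted p = 3.6e-06) had risen, and the lipogenic regulator mid1ip1b (-3.62 ± 0.39, adjusted p = 9.1e-06) and the splicing factor rbmx (-2.65 ± 0.21, adjusted p = 1.1e-06) had fallen. These genes were taken from those with all 6 irradiated arrays on the same side of all 3 controls.
In limma 1832 probe sets passed for the long-term response, 653 higher and 1179 lower than control, and 3417 passed for the acute response, 1257 higher and 2160 lower. After subtraction of array medians the long-term parts were 465 and 1338 and the acute parts 1035 and 2353, and after quantile normalization again 760 and 1012, and 1400 and 2005. With all irradiated groups taken together, 2793 passed, 996 higher and 1797 lower, and 1688 passed without control replicate 2 and 1614 without control replicate 3. Of the 8634 probe sets tested, all 6 irradiated arrays lay apart from all 3 controls for 1638 in the long-term and 3640 in the acute response, and chance gives 2.38% of probe sets such a gap. The long-term count was 837 without control replicate 2, 828 without control replicate 3, 137 without both (a setting added after the data were examined), 111 without the 4 arrays whose source name reads otherwise, 652 with an interquartile range of at least 0.5 and 3907 with array weights. The acute count was 1332 without the same 2 controls, 1197 without the 4 arrays and 1367 with the stricter range.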

Results from this second set of comparisons were used as a filter to identify which changes in gene expression, among those that were identified as statistically significant in the first set of comparisons, were also biologically significant.

### Different Transcripts Associated with Long-term and Acute Responses

We developed criteria for assigning probe sets as associated primarily or exclusively with the long-term or acute response (Figure 2A, see figure legend for explanation). The inclusion criteria were that expression differed in the time comparison *and* in at least one other comparison: long-term response versus control *and/or* acute response versus control. For clarity, we excluded a small number of probe sets with outlying or rare expression patterns, including those with significant dose dependence, time-dose interaction, or discrepant acute and long-term responses. Because there were so few probe sets with these patterns, their exclusion in the initial analysis does not affect the overall conclusions.

**Figure 2:**
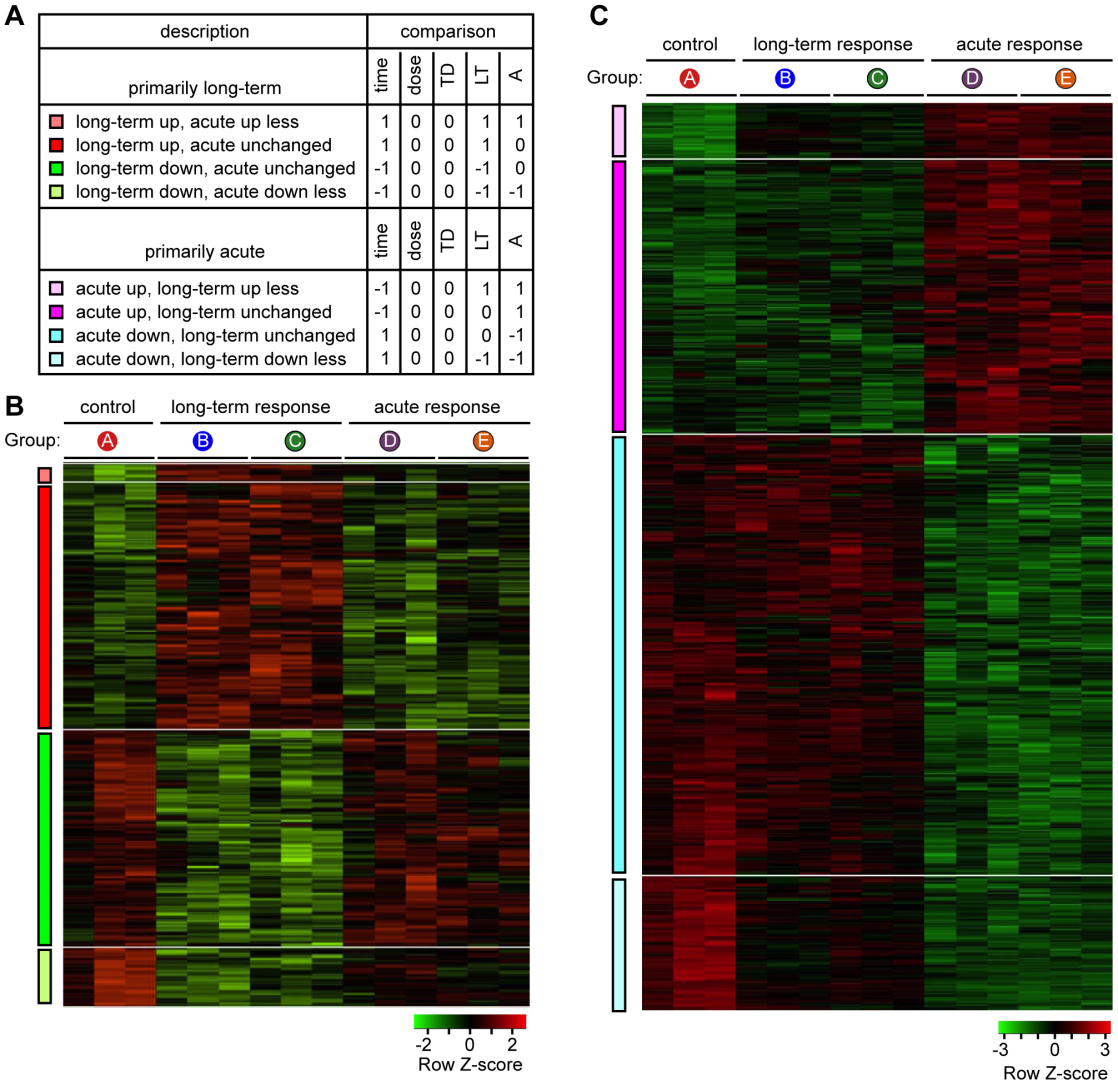
Probe sets associated with long-term and acute responses. A. Inclusion criteria used to define probe sets as primarily or exclusively associated with long-term or acute radiation responses. Statistical comparisons and their abbreviations are as diagrammed in Fig. 1. A “1” indicates that expression of the first set in the comparison was greater than the second; a “−1” indicates that expression in the second set was greater, and a “0” indicates that the difference in expression was not significant. B. Heat map of probe sets primarily associated with long-term response. Red, higher expression; green, lower expression. Each column represents a biological replicate, and each row represents a probe set. C. Heat map of probe sets primarily associated with acute response.

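With the criteria of Fig. 2A, 360 probe sets were assigned primarily to the long-term response and 2062 primarily to the acute response. In the long-term set, 164 were higher with no passing acute difference, 144 were lower with none, 40 were lower and less so in the acute response, and 12 were higher and less so. After subtraction of each array's median the higher and lower parts of this set were 116 and 187, and after quantile normalization again 203 and 169, in place of 176 and 184. In the acute set, 1003 were lower and 627 higher with no passing long-term difference, and 306 were lower and 126 higher in both, less so in the long-term response. Without control replicate 2, control replicate 3 or embryo 1.0 Gy replicate 2 the long-term set held 154, 176 and 228 probe sets, and without both of these controls (added after the data were examined) it held 13. Without the 4 arrays whose source name reads otherwise, the long-term set held 14 and the acute set 983.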

Based on these inclusion criteria, we created the heat maps in Figures 2B and 2C, depicting expression levels of transcripts that were associated primarily with the long-term response or acute responses, respectively. Affymetrix probe identifiers, gene symbols, gene ontologies, fold change, and adjusted *P* values for each of the genes in the figure are provided in Table S1 (long-term response) and Table S2 (acute response). It is evident from the heat maps that the long-term and acute responses are quite distinct, in the sense that many genes can be assigned primarily to one or the other, not both. This suggests that the biological mechanisms underlying the long-term and acute response transcriptional responses are different.

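Genes that changed in both responses mostly moved the same way. Of the 3825 probe sets that passed in either response, 1395 passed in both with the same direction, 408 passed in the long-term response alone and 1993 in the acute response alone. A further 29 passed in opposite directions, among them the oestrogen receptor esr2b, which was lower in the long-term groups (log2 difference -0.84 ± 0.24, adjusted p = 0.02) and higher in the acute groups (1.07 ± 0.24, adjusted p = 0.0022). The long-term call of esr2b was lost without control replicate 2. There were 429 probe sets higher in both responses, where lists of these sizes drawn independently would share 95.1, and 966 lower in both, where they would share 295.
Because both responses are compared with the same 3 controls, some sharing arises with no effect of treatment. Across the 8634 probe sets, which are not independent replicates, the covariance of the long-term and acute differences was 0.1897, against 0.0212 when groups without any change were simulated against shared controls. Pearson's r was 0.704 in the data and 0.666 in the simulation. The simulation gave the controls the same spread as the other groups. On the second dimension of the scaling, though not on the first, the controls varied more (SD 13.9 against 4.1 to 6.5). The simulated covariance may therefore be too low.

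**Figure D2:**
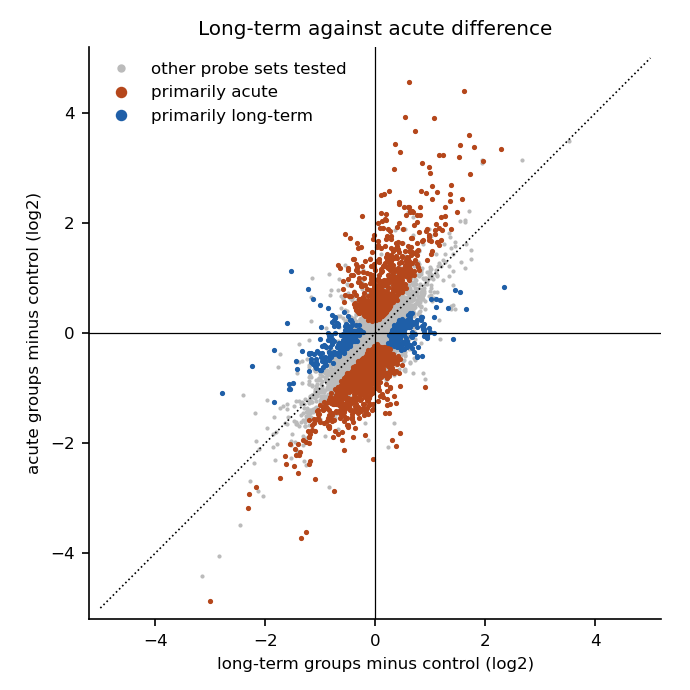
Log2 difference from control of 8634 probe sets in the long-term response (horizontal axis) and in the acute response (vertical axis); points are probe sets, with those assigned primarily to the long-term response in blue, those assigned primarily to the acute response in orange-red and the others in grey, and the dotted line marks equal differences. The 2062 primarily acute probe sets spread to larger differences than the 360 primarily long-term ones.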

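With camera at a preset correlation of 0.01, lists called in both responses, which share the same 3 controls, were the chaperones of the endoplasmic reticulum, the proteasome, the circadian clock, cell cycle genes, and erythrocyte, leukocyte and muscle markers, and with an estimated correlation none of these calls held (adjusted p from 0.25 to 0.66). Of 18 erythrocyte and 31 muscle genes 0 passed in the long-term response. Lists called in the acute response alone were fasting and gluconeogenesis, p53 targets, NF-κB and cytokine signaling, egg-yolk and oestrogen response, and germ-cell markers, of which 0 of 21 passed, and lipid and cholesterol synthesis was called in the long-term response alone. These calls too were lost with an estimated correlation. By the time comparison 7 lists were called, none of them with an estimated correlation (adjusted p from 0.21 to 0.56), and 66 of 100 groupings of the arrays called as many. For the lipid list, the NF-κB list and the germ-cell markers the time comparison was not called (adjusted p = 0.27, 0.18 and 0.068).
At the preset correlation 8 of the 25 lists were called in the long-term response, 12 in the acute response and 7 in the time comparison, with adjustment over 75 tests. With an estimated correlation 0 were called in each, and 2, 6 and 5 had an unadjusted p under 0.05. With fry, which tests whether a list's genes move on balance in 1 direction and does not compare them with other genes, 6, 13 and 9 were called. From heat maps in which many genes can be assigned primarily to 1 of the responses, the paper reasons that the responses are distinct and proposes that different mechanisms underlie them.

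**Figure D3:**
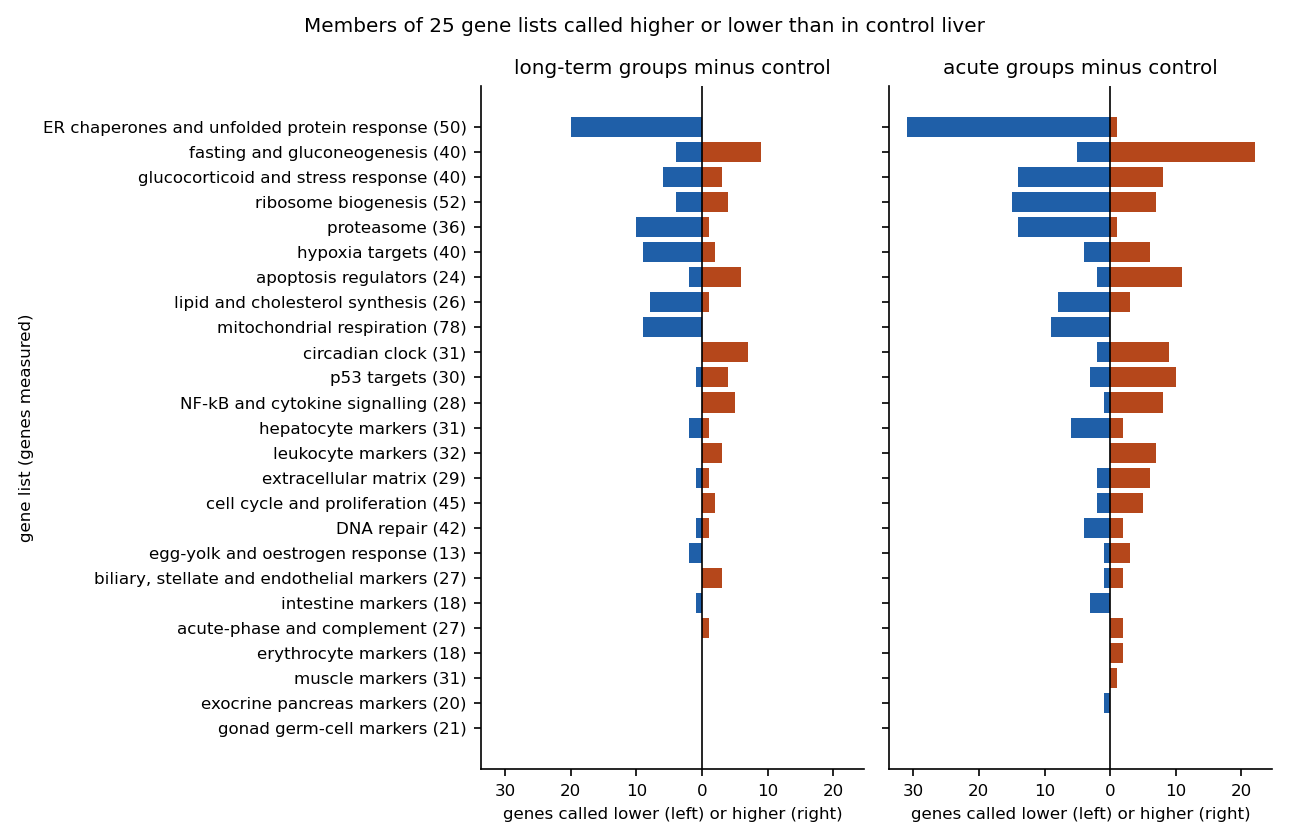
Number of members of each of the 25 gene lists that passed the test as lower (left of 0) or higher (right of 0) than control, in the long-term and in the acute response; the number of genes measured stands in brackets. The list of endoplasmic reticulum genes has the longest bars to the left in both panels, and the fasting list has the longest bar to the right in the acute panel.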

### Genes Highly Affected by Long-term and Acute Responses

The 10 most up-regulated and 10 most down-regulated transcripts associated with the long-term response are shown in Table 1. 

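The 20 genes of Table 1 could all be paired with a probe set, and all 20 passed in the long-term response in the listed direction. In the acute response 6 of them passed in the same direction and 14 did not pass. Among those that did not was col5a1, a collagen chain, which rose in the long-term response (log2 difference 1.07 ± 0.17, adjusted p = 0.00094) and had an acute difference of 0.00 ± 0.17. The kinase mylk3 rose in both, by 1.33 ± 0.18 (adjusted p = 0.00027) and 0.46 ± 0.18 (adjusted p = 0.043). The sodium pump subunit atp1b2a fell in both, with differences of -1.58 ± 0.24 (adjusted p = 0.0006) and -0.93 ± 0.24 (adjusted p = 0.0059). These genes were picked by the study on the same arrays, so their direction is not independent evidence.
Over the 15 fits that each left out 1 array, 13 of the 20 kept their long-term call in every fit. Without control replicates 2 and 3, a setting added after the data were examined, 1 of the 20 still passed (hsd17b12a), and without the 4 arrays whose source name reads otherwise 3 did. The acute calls of mylk3 and atp1b2a were lost in 9 and 1 of the fits.

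**Figure D4:**
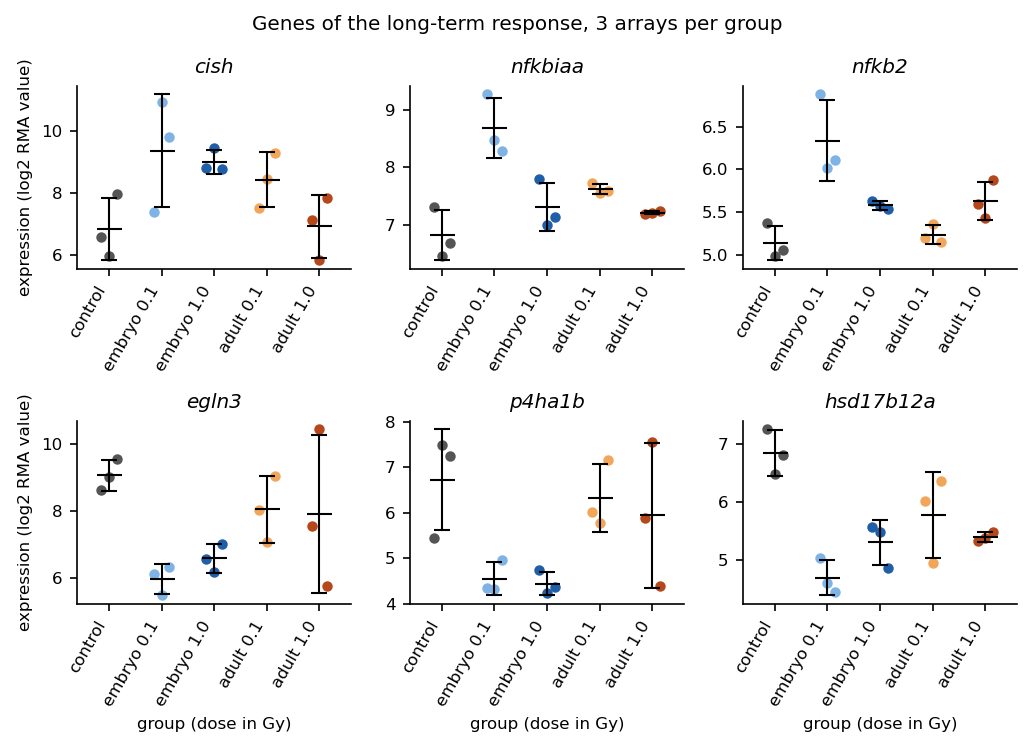
Log2 expression of cish, nfkbiaa, nfkb2, egln3, p4ha1b and hsd17b12a on each array, by group on the horizontal axis; points are arrays, horizontal lines are group means and bars are the SD. The means of the first 3 are higher and those of the last 3 lower in the embryo groups than in the controls, and the adult groups overlap the controls for cish and p4ha1b.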

We omitted duplicate probe sets and genes of unknown function from this table, although these may be found in the more comprehensive Table S2. Many of the up-regulated transcripts are associated with cell signaling or gene regulation. 

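The long-term increase in cish, a suppressor of cytokine signaling whose probe set is annotated cisha, was 5.08-fold (log2 difference 2.35 ± 0.67, adjusted p = 0.023), and its acute difference was 0.84 ± 0.67 (adjusted p = 0.3). Its relative socs8, whose probe set is annotated cishb, rose 3.15-fold in the long-term response (1.65 ± 0.56, adjusted p = 0.045), with an acute difference of 0.43 ± 0.56 (adjusted p = 0.52). In the time comparison both were higher in the long-term groups, by 1.5 ± 0.55 (adjusted p = 0.044) and 1.22 ± 0.45 (adjusted p = 0.047). The long-term call of cish was lost in 6 of the 15 fits that each left out 1 array (control replicates 1 and 2, embryo 0.1 Gy replicate 3, embryo 1.0 Gy replicate 2, adult 1.0 Gy replicates 1 and 2), with log2 differences of 1.92 to 2.90 over all 15. That of socs8 was lost in 12, with differences of 1.37 to 1.86.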

Two are SH2-containing suppressors of cytokine signaling (cish and socs8). 

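The NF-κB inhibitor nfkbiaa rose in the long-term response (log2 difference 1.18 ± 0.23, adjusted p = 0.0026) and, less, in the acute response (0.60 ± 0.23, adjusted p = 0.04). nfkb2, a subunit of NF-κB, rose in the long-term response (0.82 ± 0.17, adjusted p = 0.0037) and had an acute difference of 0.30 ± 0.17 (adjusted p = 0.14). The embryo arrays lay higher at 0.1 Gy (nfkbiaa 8.28 to 9.27, nfkb2 6.02 to 6.88) than at 1.0 Gy (7 to 7.79 and 5.53 to 5.63). Controls lay at 6.46 to 7.3 and 4.99 to 5.37, so embryo 1.0 Gy arrays overlapped them for nfkbiaa. For both genes embryo and adult arrays overlapped at 1.0 Gy (adult 7.18 to 7.24 and 5.43 to 5.87) and not at 0.1 Gy. Of 28 measured genes of NF-κB and cytokine signaling, 5 rose and 0 fell in the long-term response, cish and socs8 among them (5 higher and 1 lower adjusted over the list alone). As a group the list was not called there (median 0.20, adjusted p = 0.077 from camera). In the acute response 8 members rose and 1 fell (9 and 1 adjusted over the list alone) and the list was called higher (median 0.40, adjusted p = 0.018; adjusted p = 0.25 with an estimated correlation). The largest acute increases were in the transcription factor genes junba (2.22 ± 0.54, adjusted p = 0.0043) and junbb (1.89 ± 0.49, adjusted p = 0.006) and in socs3a (1.90 ± 0.43, adjusted p = 0.0028). The time comparison did not separate the responses for this list (5 higher and 7 lower). Leukocyte markers moved the same way, with 3 of 32 higher and 0 lower in the long-term response (adjusted p = 0.018) and 7 higher and 0 lower in the acute response (adjusted p = 0.032; adjusted p = 0.66 in both with an estimated correlation), and after subtraction of array medians 0 and 4 were higher. The acute call of nfkbiaa was lost in 8 of the 15 fits that each left out 1 array, including those without control replicate 2 or 3 and without any 1 of the adult arrays.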

Two others are associated with the NF-κB pathway (nfkbiaa and nfkb2), which is an important contributor to non-targeted and inflammatory responses to radiation in mammals [30], [31]. Other up-regulated transcripts include a nuclear receptor (nr1d2b), a G protein alpha subunit (gnai2), and a growth factor (igf2a). 

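nr1d2b, a nuclear receptor of the circadian clock, rose in the long-term response (log2 difference 1.1 ± 0.15, adjusted p = 0.00035) and less in the acute response (0.61 ± 0.15, adjusted p = 0.0047). The G protein subunit gnai2b rose by 0.94 ± 0.22 (adjusted p = 0.0072) and the growth factor igf2a by 0.77 ± 0.23 (adjusted p = 0.026) in the long-term response, and their acute differences were -0.03 ± 0.22 and -0.25 ± 0.23. Of 31 measured genes of the circadian clock, 7 rose and 0 fell in the long-term response (8 and 0 adjusted over the list alone), among them the cryptochrome cry1b (1.36 ± 0.19, adjusted p = 0.00037) and ciarta, a repressor of the clock (1.35 ± 0.26, adjusted p = 0.0029). Acutely, 9 rose and 2 fell (13 and 2 adjusted over the list alone), with cry1b at 2.41 ± 0.19 (adjusted p = 8e-07). Camera called the list higher in both (adjusted p = 0.014 and 0.0062), and neither call held with an estimated correlation (adjusted p = 0.51 and 0.43). The call of gnai2b was lost without control replicate 2, and that of igf2a without control replicate 2, embryo 0.1 Gy replicate 2 or embryo 1.0 Gy replicate 3 (log2 differences down to 0.49). With another probe set nr1d2b was not called in the long-term response.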

Two of the down-regulated transcripts are proline hydroxylases, involved in regulation of hypoxia-induced factor activity (egln3) and collagen biosynthesis (p4ha1) respectively. 

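egln3, a prolyl hydroxylase that marks hypoxia-inducible factors for degradation, fell 6.89-fold in the long-term response (log2 difference -2.78 ± 0.72, adjusted p = 0.013), with an acute difference of -1.08 ± 0.72 (adjusted p = 0.21). p4ha1b, which hydroxylates collagen, fell 4.72-fold (-2.24 ± 0.57, adjusted p = 0.013), with an acute difference of -0.60 ± 0.57 (adjusted p = 0.38). Of 40 measured hypoxia targets, 9 fell and 2 rose in the long-term response (11 and 2 adjusted over the list alone), and vegfaa, a growth factor for blood vessels, fell in both responses (-1.20 ± 0.15 long-term, adjusted p = 0.00018; -1.26 ± 0.15 acute, adjusted p = 1.7e-05). Among the acute differences, 6 genes rose, including the mitophagy receptor bnip3lb (1.57 ± 0.28, adjusted p = 0.00055), and 4 fell. The list was called in neither response (adjusted p = 0.086 and 0.29), and it was lower in the long-term than in the acute groups, with 12 lower and 0 higher (16 and 0 adjusted over the list alone; adjusted p = 0.00045 from camera, adjusted p = 0.25 with an estimated correlation). Of 29 measured genes of the extracellular matrix, 1 rose and 1 fell in the long-term response and 6 rose and 2 fell in the acute response, and the list was called in neither (adjusted p = 0.94 and 0.14). The call of egln3 was lost in 8 of the 15 fits that each left out 1 array (log2 differences -3.00 to -2.54), and that of p4ha1b without control replicate 2 or 3 or embryo 1.0 Gy replicate 2 (log2 differences -2.88 to -1.85 over all fits).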

Most of the others are involved in aspects of energy metabolism or protein biosynthesis.

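Genes of lipid metabolism, glycoprotein and protein synthesis and energy metabolism were among the decreases. hsd17b12a, an enzyme of fatty acid elongation, fell in the long-term response (log2 difference -1.85 ± 0.27, adjusted p = 0.00051) and less in the acute response (-1.26 ± 0.27, adjusted p = 0.0018). The translation factor eif4g2a (-1.21 ± 0.23, adjusted p = 0.0027), alg2, which builds the sugar chains of glycoproteins (-1.33 ± 0.24, adjusted p = 0.0016), and dlat, a subunit of pyruvate dehydrogenase (-1.18 ± 0.18, adjusted p = 0.00059), also fell in the long-term response. Of 26 measured genes of lipid and cholesterol synthesis, 8 fell and 1 rose in the long-term response (11 and 1 adjusted over the list alone), and camera called the list lower (median -0.33, adjusted p = 8.6e-05; adjusted p = 0.25 with an estimated correlation). Acutely, 8 fell and 3 rose (9 and 5 adjusted over the list alone) and it was not called (adjusted p = 0.086). Of 78 genes of mitochondrial respiration, 9 fell and 0 rose in the long-term response (15 and 3 adjusted over the list alone), with a list median of -0.02 that was 0.00 after quantile normalization was applied again, and the list was not called (adjusted p = 0.1). Of 52 genes of ribosome biogenesis, 4 rose and 4 fell in the long-term response, and 7 rose and 15 fell in the acute response, and the list was called in neither (adjusted p = 0.89 and 0.19). Without the 4 arrays whose source name reads otherwise, the calls of eif4g2a, alg2 and dlat were lost and that of hsd17b12a held.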

**Table 1:** Genes increased or decreased as part of the long-term response to radiation.

Rank	Symbol	Gene name	Fold increase	*P* value	Acute	Function
1	cish	cytokine inducible SH2-containing protein	5.08	0.0228	unchanged	cytokine signaling
2	socs8	suppressor of cytokine signaling 8	3.15	0.0454	unchanged	cytokine signaling
3	mylk3	myosin light chain kinase 3	2.51	0.0003	up, less	heart morphogenesis
4	nfkbiaa	NFκB inhibitor, alpha a	2.26	0.0026	up, less	regulation of transcription
5	nr1d2b	nuclear receptor subfamily 1, group D, member 2b	2.15	0.0004	up, less	regulation of transcription
6	col5a1	procollagen, type V, alpha 1	2.10	0.0009	unchanged	cell adhesion
7	gnai2	G protein alpha inhibiting activity polypeptide 2	1.92	0.0072	unchanged	signal transduction
8	serac1	serine active site containing 1	1.79	0.0009	unchanged	GPI anchor
9	nfkb2	NFκB, p49/p100	1.77	0.0037	unchanged	regulation of transcription
10	igf2a	insulin-like growth factor 2a	1.70	0.0259	unchanged	somitogenesis (IGF receptor binding)
**Rank**	**Symbol**	**Gene name**	**Fold decrease**	***P*** ** value**	**Acute**	**Function**
1	egln3	egl nine homolog 3	6.90	0.0134	unchanged	proline hydroxylation
2	p4ha1	Proline-4-hydroxylase	4.72	0.0130	unchanged	proline hydroxylation
3	hsd17b12a	hydroxysteroid (17-beta) dehydrogenase 12a	3.59	0.0005	down, less	steroid biosynthesis
4	sult1st1	cytosolic sulfotransferase 1	3.57	0.0064	unchanged	catecholamine metabolism
5	atp1b2a	ATPase, Na+/K+ transporting, beta 2a polypeptide	2.99	0.0006	down, less	transporter
6	alg2	asparagine-linked glycosylation 2 homolog	2.51	0.0015	unchanged	glycosylation
7	pgp	phosphoglycolate phosphatase	2.33	0.0416	unchanged	energy metabolism
8	eif42a	eukaryotic translation initiation factor 4, gamma 2a	2.31	0.0026	unchanged	protein biosynthesis
9	dlat	pyruvate dehydrogenase (E2 component)	2.26	0.0006	down, less	energy metabolism
10	ippk	inositol 1,3,4,5,6-pentakisphosphate 2-kinase	2.24	0.0006	down, less	organismal development

Top 10 genes that were increased and top 10 genes that were decreased in association with the long-term response to radiation, drawn from Table S1. Gene symbols, gene names, fold change, and *P* values (in the “time comparison”, Fig. 1C) are given. Expression of the genes listed here was either unchanged, or changed less, in the acute response (as indicated in column labeled “Acute”). Some gene names and functions have been edited for clarity or brevity. Genes without a substantive common name, for which biological process is not annotated, have been omitted. Genes that are represented by more than probe set are listed only once.

A similar list of genes most affected in the acute response is presented in Table 2. The well-studied endoplasmic reticulum stress factor, hspa5 (also known as GRP78) was strongly down-regulated. 

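Of the 25 lists, that of the endoplasmic reticulum had the most members lower in both responses. hspa5, its main chaperone, fell 29.2-fold in the acute response (log2 difference -4.87 ± 0.31, adjusted p = 1.7e-07) and 8.06-fold in the long-term response (-3.01 ± 0.31, adjusted p = 4.8e-05). The disulfide isomerase pdia4 fell by 2.64 ± 0.17 and 1.74 ± 0.17 on the log2 scale (adjusted p = 2.3e-07 and 4.7e-05), the chaperone hyou1 by 2.02 ± 0.16 and 1.56 ± 0.16 (adjusted p = 7.3e-07 and 4.8e-05), and manf, a factor induced by stress of this organelle, had log2 differences of -2.37 ± 0.26 and -1.63 ± 0.26 (adjusted p = 1.1e-05 and 0.00086). Of 50 measured genes of the endoplasmic reticulum, 31 fell and 1 rose in the acute response (34 and 1 adjusted over the list alone), and 20 fell and 0 rose in the long-term response (28 and 2 adjusted over the list alone). In the same acute comparison the medians of exocrine pancreas and intestine markers were -0.654 and -0.605 (1 of 20 and 3 of 18 lower, neither list called, adjusted p = 0.24 and 0.054 from camera), against -0.631 for this list. In the long-term comparison their medians were 0.26 and -0.383 (neither list called), against -0.348 for the endoplasmic reticulum list.
Camera called the list lower in both (long-term median -0.35, adjusted p = 1.5e-10 and 1.1e-07; adjusted p = 0.25 and 0.31 with an estimated correlation), and higher in the long-term than in the acute groups (22 higher and 1 lower, adjusted p = 4.8e-06; adjusted p = 0.43 with an estimated correlation). hspa5, pdia4 and hyou1 kept both calls in all 15 fits that each left out 1 array and without the 4 arrays whose source name reads otherwise, and without these 4 manf lost its long-term call. Of 36 measured genes of the proteasome, which degrades proteins, 14 fell and 1 rose in the acute response and 10 fell and 1 rose in the long-term response (17 and 1, and 13 and 1, adjusted over the list alone), and this list was called lower in both (adjusted p = 0.0004 and 0.00045; adjusted p = 0.56 in both with an estimated correlation).

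**Figure D5:**
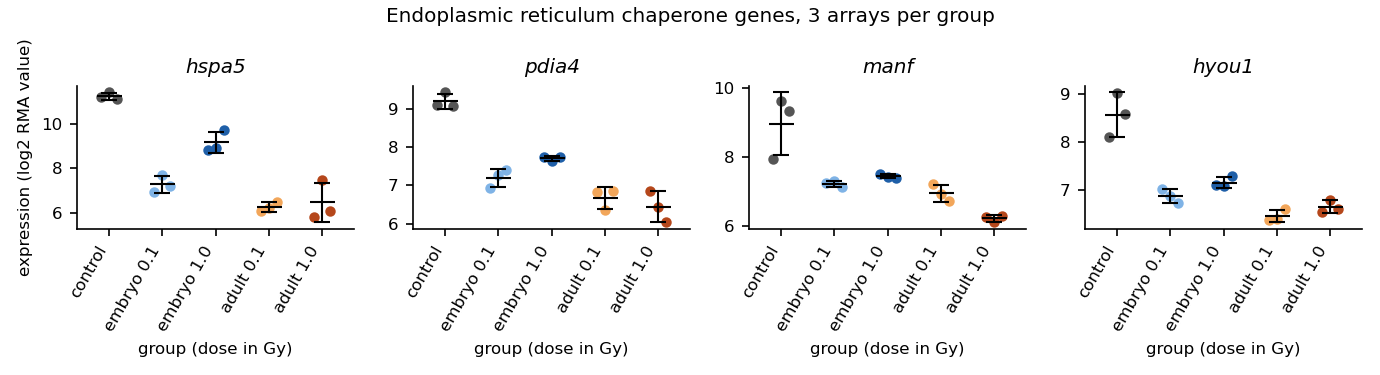
Log2 expression of hspa5, pdia4, manf and hyou1 on each array, by group on the horizontal axis; points are arrays, horizontal lines are group means and bars are the SD. For each gene the 12 irradiated arrays lie below the 3 control arrays, and hspa5 is at 11.24 in controls and 6.27 to 9.17 in the irradiated groups.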

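The HIF-3α related gene, annotated hif1al, rose 21.2-fold in the acute response (log2 difference 4.40 ± 0.24, adjusted p = 5e-08) and 3.06-fold in the long-term response (1.61 ± 0.24, adjusted p = 0.00056). cpt1b, which carries fatty acids into mitochondria, rose 12.7-fold (3.67 ± 0.43, adjusted p = 1.8e-05) and glula, a glutamine synthetase, 10.1-fold (3.34 ± 0.19, adjusted p = 8.8e-08) in the acute response. cebpa, which encodes C/EBP alpha, fell 13.2-fold in the acute response (-3.72 ± 0.37, adjusted p = 4.6e-06) and 2.57-fold in the long-term response (-1.36 ± 0.37, adjusted p = 0.017). The 18 genes of Table 2 that could be paired with a probe set all passed in the acute response, and 12 also passed, less, in the long-term response.
Of 40 measured genes of fasting and gluconeogenesis, 22 rose and 5 fell in the acute response (23 and 5 adjusted over the list alone). Camera called the list higher (median 0.65, adjusted p = 0.00013; adjusted p = 0.25 with an estimated correlation). In the long-term response 9 rose and 4 fell and the list was not called (median -0.003, mean 0.262, adjusted p = 0.35); it was lower in the long-term than in the acute groups (5 higher and 18 lower, adjusted p = 1.3e-06; adjusted p = 0.21 with an estimated correlation). Of 31 measured hepatocyte markers, cebpa and prox1a among them, 2 rose and 6 fell in the acute response and 1 rose and 2 fell in the long-term response, and the list was called in neither (adjusted p = 0.42 and 0.3). The long-term call of cebpa was lost without control replicate 2 or 3 (log2 differences -1.63 to -1.14 over the 15 fits that each left out 1 array).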

A zebrafish gene related to the hypoxia-induced factor (HIF)-3α was strongly up-regulated, and the liver-specific tumor suppressor, C/EBP alpha [32] was strongly down-regulated. This behavior has a parallel in mammals, where there is a hypoxia-induced transcription factor-C/EBP “signaling axis” characterized by reciprocal regulation of these genes [33].

**Table 2:** Genes increased or decreased as part of the acute response to radiation.

Rank	Symbol	Gene name	Fold increase	*P* value	Long-term	Function
1	c7	complement component 7	23.58	<0.0001	unchanged	complement
2	LOC100330542	Hif3a-like	21.18	<0.0001	up, less	regulation of transcription
3	igfbp1b	insulin-like growth factor binding protein 1b	15.22	<0.0001	unchanged	regulation of cell growth
4	cpt1b	carnitine palmitoyltransferase 1B (muscle)	12.70	<0.0001	unchanged	lipid metabolism
5	glula	glutamine synthase a	10.12	<0.0001	up, less	glutamine biosynthesis
6	crb2	crumbs homolog 2	9.42	0.0003	unchanged	brain development
7	mknk2b	MAP kinase-interacting serine/threonine kinase 2b	9.41	<0.0001	up, less	regulation of translation
8	thraa	thyroid hormone receptor alpha a	8.69	<0.0001	up, less	regulation of transcription
9	ucp2	uncoupling protein 2	7.91	<0.0001	unchanged	transport
10	histh1	Histone H1 like	7.42	<0.0001	up, less	chromatin component
**Rank**	**Symbol**	**Gene name**	**Fold decrease**	***P*** ** value**	**Long-term**	**Function**
1	hspa5	heat shock protein 5	29.19	<0.0001	down, less	response to stress
2	cebpa	C/EBP alpha	13.19	<0.0001	down, less	regulation of transcription
3	dynll1	dynein, light chain, LC8-type 1	7.31	<0.0001	down, less	microtubule-based process
4	pdia4	protein disulfide isomerase associated 4	6.21	<0.0001	down, less	glycerol ether metabolism
5	cask	calcium/calmodulin-dependent serine protein kinase	5.86	<0.0001	down, less	protein phosphorylation
6	calrl	calreticulin like	5.34	<0.0001	down, less	protein folding
7	prox1/prox2	prospero-related homeobox gene 1/2	5.22	<0.0001	down, less	lymphangiogenesis
8	ghrb	growth hormone receptor b	4.91	<0.0001	unchanged	hormone receptor
9	cpox	coproporphyrinogen oxidase	4.69	<0.0001	down, less	porphyrin biosynthesis
10	mlec	malectin	4.67	<0.0001	down, less	protein N-glycosylation

Top 10 genes that were increased and top 10 genes that were decreased in association with the acute response to radiation, drawn from Table S2. Gene symbols, gene names, fold change, and *P* values (in the “time comparison”, Fig. 1C) are given. Expression of the genes listed here was either unchanged, or changed less, in the long-term response (as indicated in column labeled “Long-term”). Some gene names and functions have been edited, and some have been omitted, as in Table 1.

The dynamic range of the transcriptional effect was greater in the acute than in the long-term response groups. Thus, in the acute response groups, the most highly affected genes changed by ∼25 to 30-fold, whereas in the long-term response groups, the most highly affected genes changed by ∼5 to 7-fold. 

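The largest fold change among the primarily acute probe sets was a decrease, in hspa5, and the largest increase, 23.58-fold, was in the complement component c7b (log2 difference 4.56 ± 0.47, adjusted p = 6.7e-06). Among the primarily long-term probe sets cish had the largest increase and egln3 the largest decrease. Over all probe sets that passed in the long-term response, the range was wider, with an 11.4-fold increase in ypel3 (3.52 ± 0.60, adjusted p = 0.0012) and a decrease of up to 8.9-fold. In the acute response 734 of 3417 passing probe sets changed at least 2-fold, and in the long-term response 268 of 1832. The median size of the passing differences was 0.63 on the log2 scale in the acute response and 0.59 in the long-term response. The long-term number was 417 without control replicate 1 (200 without control replicate 2), and the call of ypel3 was lost without control replicates 2 and 3 together.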

Perhaps, this reflects a tendency of the tissue to return to homeostasis over a 16 week post-irradiation recovery period, as compared to a 4 hour recovery period.

### Validation by Quantitative PCR

To confirm the validity of the microarray data by an independent method, we measured expression of five transcripts by quantitative PCR, including three that were associated with the long-term response, cish, socs8, and nfkb2, and two that were associated exclusively or primarily with acute response, igfbp1b and hspa5. The transcripts that were selected for validation met two criteria: they showed a large fold change, relative to control, for at least one irradiated group, and they had perceived biological relevance to the radiation response. Table S3 gives the primer sequences that were used.

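On the arrays, hspa5 had a mean of 11.24 ± 0.16 (SD, n = 3, log2) in controls, 7.29 ± 0.39 in the embryo 0.1 Gy group, 9.17 ± 0.49 in the embryo 1.0 Gy group, 6.27 ± 0.21 in the adult 0.1 Gy group and 6.48 ± 0.88 in the adult 1.0 Gy group. Between the embryo groups it was lower at 0.1 Gy (log2 difference -1.88 ± 0.35, adjusted p = 0.02). igfbp1b stood at 7.13 ± 0.82 in controls, 8.73 ± 1.05 and 6.63 ± 0.11 in the embryo groups and 11.02 ± 0.37 and 11.11 ± 0.33 in the adult groups, and was higher at 0.1 than at 1.0 Gy between the embryo groups (2.10 ± 0.45, adjusted p = 0.038). nfkb2 stood at 5.14 ± 0.20 in controls, 6.34 ± 0.47 and 5.58 ± 0.05 in the embryo groups and 5.24 ± 0.11 and 5.63 ± 0.22 in the adult groups. cish and socs8 did not differ between the doses in either response in limma, with embryo means of 9.35 ± 1.81 and 9.00 ± 0.39 for cish and 8.75 ± 0.97 and 7.77 ± 0.82 for socs8. The internal reference of the PCR, rpl13a, was between 14.09 and 14.19 in every group and was not tested, since its interquartile range was under 0.2. The dose calls were lost without embryo 0.1 Gy replicate 1 or 3 or embryo 1.0 Gy replicate 3 for hspa5 and in 7 of the 15 fits that each left out 1 array for igfbp1b. The PCR values were not analysed here.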

A scatter plot (Figure 3) shows good agreement between mean expression levels as measured by gene expression profiling and by qPCR, with a coefficient of determination, R^2^, of 0.81. The changes in mRNA levels as measured by qPCR were consistently about 1.2-fold greater than as measured by microarray (note slope of trend line). If one assumes that qPCR is the more accurate method, then the microarray data slightly underestimate the actual effects of treatment.

**Figure 3:**
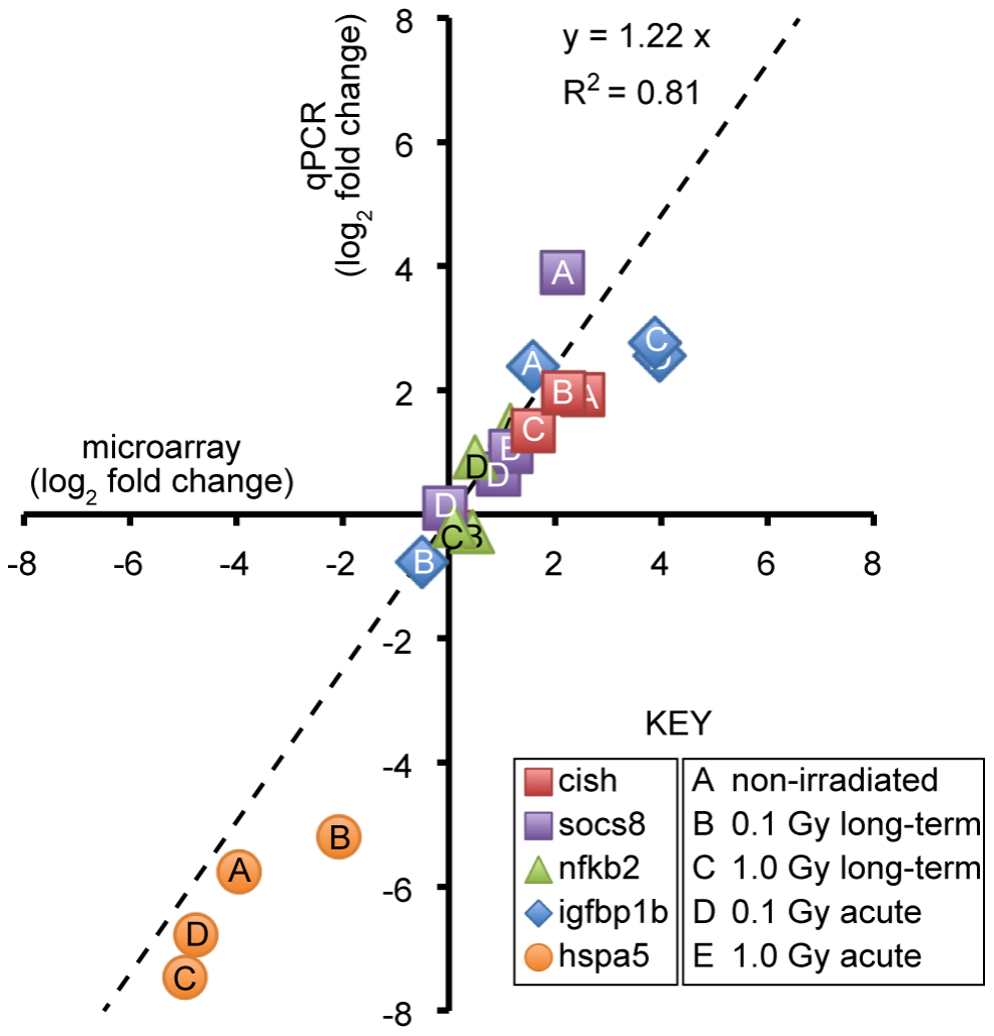
Validation of microarray data by quantitative polymerase chain reaction. Scatter plot shows fold change on logarithmic scale as measured for selected genes by microarray and qPCR. Each point represents mean value for one gene and experimental group. Shape and color denotes gene; letter indicates experimental group as indicated.

### Genes in the p53 Signaling Pathway are More Affected in the Acute than in the Long-term Response

To gain further insight into the biological significance of the changes in gene expression, we sought to identify KEGG pathways that were significantly affected by radiation treatment. Given the widespread effects of treatment on gene expression, and the fact that many KEGG pathways contain overlapping gene sets, it is perhaps unsurprising that significant changes were seen in many pathways –122 in all. Most commonly, pathways were affected in both the long-term and acute responses, although the patterns of change differed and many individual genes within each pathway could be assigned primarily to one response or the other. We selected two pathways to discuss in detail, the KEGG p53 signaling pathway (http://www.genome.jp/kegg-bin/show_pathway?dre04115) and the KEGG apoptosis pathway (http://www.genome.jp/kegg-bin/show_pathway?dre04210). These were chosen based on the fraction of genes affected within each pathway and the evident relevance of these two pathways to radiation biology.

The KEGG p53 signaling pathway controls DNA-damage dependent cell cycle arrest and apoptosis. Expression was detected for transcripts corresponding to 36 probe sets. 

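The p53 pathway was tested on the 23 probe sets of Table S4, since the membership of the KEGG pathway was not at hand. The study chose these probe sets as significant on the same arrays, so their test is not independent evidence. After scaling to 2 dimensions, the distance between groups (Hotelling T2) was at least as large as the real one in 1 of the 84 possible splits of 3 controls and 6 acute arrays (exact permutation test, p = 0.0119, the smallest that this design allows) and in 2 of the 84 for the long-term arrays (p = 0.0238). Adjusted over the 5 planned tests of both pathways, these were 0.0298 and 0.0397. On the fixed list of p53 targets, p was 0.0119 in both responses by the same exact permutation test. This list shares genes with Table S4, and random sets of genes were not compared. Of all probe sets tested, 39.6% passed in the acute and 21.2% in the long-term response, so a small p need not be particular to p53 targets. Single members that passed in both responses were the initiator caspase casp9, the cyclin gene ccng2, mdm2, the DNA damage sensor ddb2, cycsb, ptenb, sesn3 and the probe set listed as apaf1.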

Changes were highly significant (*P* = 0.0013 for the acute response, *P* = 0.0060 for the long-term response). An overview of the differences between individuals, reduced to two dimensions based on multidimensional scaling, is plotted in Figure 4A. Individuals in the acute response groups clustered together and were the most distant from the control individuals in this representation. Individuals in the long-term response groups also differed from control, although less markedly.

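In the 2 dimensions of the p53 pathway scaling, the adult arrays lay at a mean distance of 4.94 ± 0.17 (SD, n = 3; 0.1 Gy) and 4.37 ± 0.34 (1.0 Gy) from the centre of the controls. The embryo arrays lay at 3.22 ± 0.47 (0.1 Gy) and 3.35 ± 1.81 (1.0 Gy), and the control arrays themselves at 1.57 ± 0.87. Among the members of the pathway, cytochrome c (cycsb) fell by 1.88 ± 0.16 on the log2 scale in the acute response (adjusted p = 1.9e-06) and by 1.22 ± 0.16 in the long-term response (adjusted p = 0.00033).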

**Figure 4:**
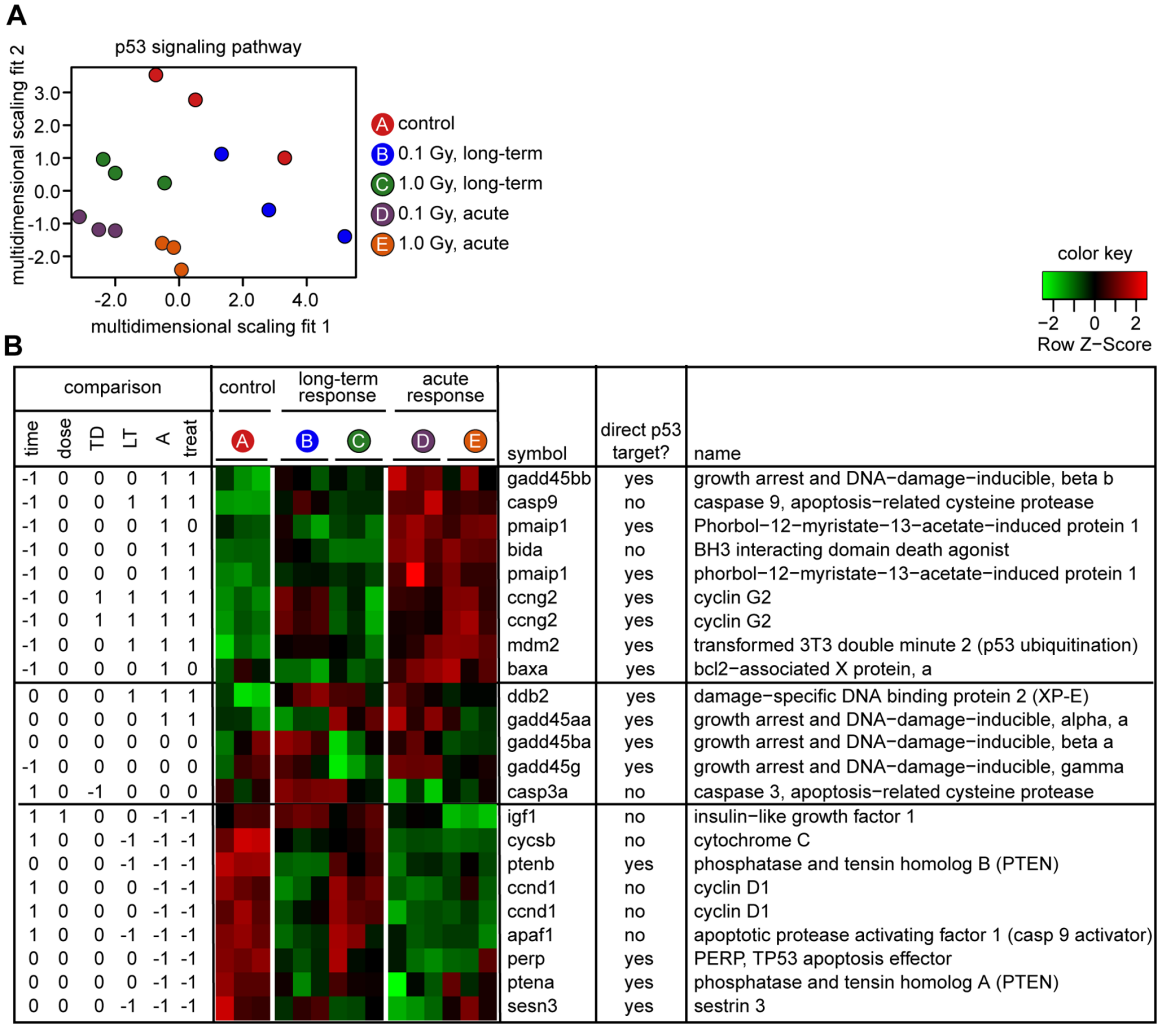
Analysis of p53 signaling pathway. A. Multidimensional scaling representation of results for the p53-signaling pathway, based on 36 probe sets for which data are available. Each symbol represents one biological replicate. Color denotes treatment group as indicated. B. Response for 23 probe sets that showed statistically significant differences in one or more comparisons. (Results of comparisons are expressed as “1”, “0” or “−1” using the same convention as in Figure 2). One gene (gadd45ba) was included because it was significant in an overall F test, although not in any of the individual comparisons. Left, results of statistical comparisons, notation as in Figures 1 and 2. Center, heat map, as in Figure 2. When more than one row has the same gene symbol, it indicates different probe sets directed against the same mRNA. Right, gene symbols, whether gene is a direct target of the p53 transcription factor, and gene name. In some cases, an alternative name or description of gene function is given in parentheses. For details of KEGG p53 signaling pathway – Danio rerio (zebrafish): http://www.genome.jp/kegg-bin/show_pathway?dre04115.

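Of the 23 probe sets of Table S4, 20 passed in the acute response, 11 higher and 9 lower than control, and 9 passed in the long-term response, 5 higher and 4 lower. In the time comparison 16 passed, 6 higher and 10 lower in the long-term groups. For dose 1 passed, igf1, a growth factor of the liver, which was higher at 0.1 Gy (log2 difference 0.59 ± 0.10, adjusted p = 0.024). For the time-dose interaction 3 passed, the 2 probe sets of ccng2 (0.74 ± 0.15 and 0.67 ± 0.12, adjusted p = 0.046 and 0.022) and gadd45aa (-0.76 ± 0.15, adjusted p = 0.036). The dose call of igf1 was lost in 6 of the 15 fits that each left out 1 array, and the interaction calls in 12 and 6 for ccng2 and 9 for gadd45aa.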

There were 23 probe sets that, individually, showed significant differences in at least one statistical comparison. Figure 4B shows results of statistical comparisons, a heat map depicting the patterns of expression, and other information (refer to Table S4, for further details about the probe sets, the corresponding genes, and the statistical analysis). We divided the heat map into three sections, based on common patterns of gene expression. Transcripts corresponding to the top nine probe sets were highly induced in the acute response, and were affected more modestly, if at all, in the long-term response. 

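Among the genes induced in the acute response, casp9 rose 3.68-fold (log2 difference 1.88 ± 0.18, adjusted p = 4.1e-06) and in the long-term response 2.12-fold (1.09 ± 0.18, adjusted p = 0.0011). pmaip1, a pro-apoptotic member of the Bcl-2 family, rose 3.33-fold in the acute response by 1 probe set (1.74 ± 0.26, adjusted p = 0.00014) and 1.24-fold by another (0.31 ± 0.09, adjusted p = 0.0097), and passed by neither in the long-term response (0.66 ± 0.26, adjusted p = 0.083, and -0.02 ± 0.09, adjusted p = 0.87). ccng2, a cyclin of growth arrest, rose 2.32-fold and 1.89-fold by its 2 probe sets in the acute response (1.22 ± 0.19 and 0.92 ± 0.14), and 1.62-fold and 1.42-fold in the long-term response (0.70 ± 0.19 and 0.51 ± 0.14, adjusted p = 0.018 and 0.022). Each of these genes was lower in the long-term than in the acute groups. The long-term calls of both ccng2 probe sets were lost without control replicate 1 or 3.

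**Figure D6:**
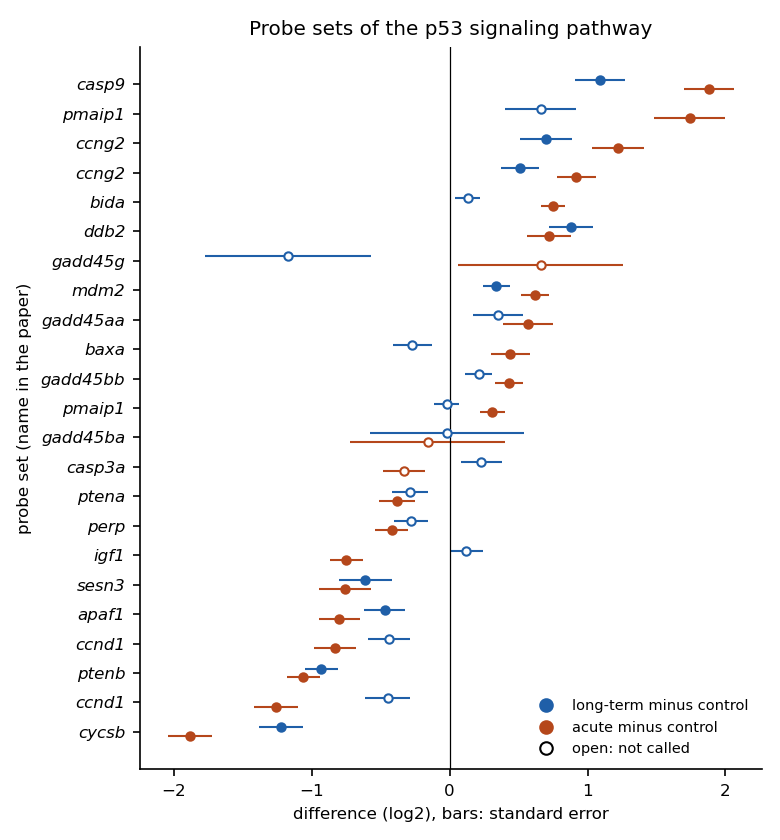
Log2 difference from control of the 23 probe sets of Table S4 in the long-term and in the acute response; horizontal bars are standard errors from limma, blue marks the long-term and red the acute response, and open symbols are differences that did not pass. casp9 and pmaip1 lie farthest above 0 and cycsb farthest below 0 in the acute response.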

Seven represent direct p53 transcriptional targets as defined in the KEGG pathway map; the other two are presumed to be indirect targets. Genes induced as part of the acute response included many well-known participants in the DNA damage response, including a member of the growth arrest and DNA damage-inducible gene family (gadd45bb), the pro-apoptotic baxa and bida genes, and the mdm2 E3 ubiquitin ligase, which participates in an autoregulatory loop that controls p53 protein levels.

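The genes named here rose by less than 2-fold. In the acute response bida, a pro-apoptotic Bcl-2 relative, was 0.75 ± 0.09 above control on the log2 scale (adjusted p = 2.2e-05), mdm2 0.62 ± 0.10 (adjusted p = 0.00021), baxa 0.44 ± 0.14 (adjusted p = 0.018) and gadd45bb 0.43 ± 0.10 (adjusted p = 0.0035). In the long-term response mdm2 was also higher (0.34 ± 0.10, adjusted p = 0.024), and bida (0.13 ± 0.09), baxa (-0.27 ± 0.14) and gadd45bb (0.21 ± 0.10) did not pass. All 4 were lower in the long-term than in the acute groups. Of 30 measured p53 targets on the list fixed beforehand, which shares most of these genes with the pathway, 10 rose and 3 fell in the acute response (12 and 3 adjusted over the list alone), with the largest increases in tp53inp1, a p53-induced stress protein (2.43 ± 0.25, adjusted p = 7.1e-06), and the pro-apoptotic bbc3 (2.38 ± 0.24, adjusted p = 6.4e-06). Camera called the list higher in the acute response (median 0.24, adjusted p = 0.012; adjusted p = 0.21 with an estimated correlation). The calls of gadd45bb and baxa were lost without control replicate 3 and without control replicate 2 (gadd45bb) or 1 (baxa), and the long-term call of mdm2 without control replicate 1 or 3.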

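In the middle group ddb2, which senses DNA damage, rose in the long-term response (log2 difference 0.88 ± 0.16, adjusted p = 0.0017) and in the acute response (0.72 ± 0.16, adjusted p = 0.0022), and the responses did not differ (0.16 ± 0.13, adjusted p = 0.35). gadd45aa rose in the acute response (0.57 ± 0.18, adjusted p = 0.017) and had a long-term difference of 0.35 ± 0.18 (adjusted p = 0.17). gadd45ba did not pass in either response (-0.02 ± 0.56 and -0.16 ± 0.56) and had a 0.1 minus 1.0 Gy difference of 1.84 ± 0.45 (adjusted p = 0.082). gadd45ga was lower in the long-term than in the acute groups (-1.83 ± 0.49, adjusted p = 0.0091), with a dose difference of 2.28 ± 0.49 (adjusted p = 0.059). The executioner caspase casp3a was higher in the long-term than in the acute groups (0.55 ± 0.12, adjusted p = 0.0024). The acute call of gadd45aa was lost without control replicate 3, and both calls of ddb2 were lost without control replicates 2 and 3 together.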

Transcripts corresponding to a middle group of five probe sets showed intermediate or mixed patterns of expression, including two with a general treatment effect and one with time-dose interaction. One gene (gadd45ba) was not significant in any of the individual comparisons but was significant in an overall F test, and for this reason is included.

Transcripts corresponding to the bottom group of nine probe sets were significantly down-regulated in the acute response. In four instances, the results were unexpected, as the mammalian homologs of these genes are direct targets of p53 transcriptional induction (ptena, ptenb, sesn, and perp). It could be that these are *bona fide* p53 targets in the zebrafish, but the induction occurs before or after the single four-hour time point that was analyzed. 

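ptenb, a phosphatase that opposes growth signaling, fell in the acute response (log2 difference -1.06 ± 0.12, adjusted p = 1.6e-05) and in the long-term response (-0.93 ± 0.12, adjusted p = 0.00028), and so did the stress-responsive sesn3 (-0.76 ± 0.19, adjusted p = 0.0048, and -0.61 ± 0.19, adjusted p = 0.032). The paralog of ptenb, ptena, fell in the acute response (-0.38 ± 0.13, adjusted p = 0.029), as did perp (-0.42 ± 0.12, adjusted p = 0.0097), and neither passed in the long-term response. In none of these 4 genes did the long-term and acute groups differ from each other. The other members of the group were lower in the acute response as well, with igf1 at -0.75 ± 0.12 (adjusted p = 0.0002), the cyclin ccnd1 at -1.26 ± 0.16 (adjusted p = 4.5e-05) by 1 probe set and -0.83 ± 0.15 (adjusted p = 0.00061) by another, and the probe set listed as apaf1, annotated etnk1 here, at -0.80 ± 0.15 (adjusted p = 0.00072). The acute calls of ptena and perp were lost in 13 and 10 of the 15 fits that each left out 1 array, and the long-term call of sesn3 in 5.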

Alternatively, the down-regulation of these genes could reflect species- or tissue-specific differences in transcriptional control.

Interestingly, among the genes listed as part of the KEGG p53 signaling pathway in zebrafish, none were primarily or exclusively associated with the long-term response. By contrast, there were many genes that were primarily or exclusively associated with the acute response (using the same inclusion criteria as in Figure 2). This implies that p53-mediated gene regulation is less of a factor in the long-term than in the acute response, a mechanistic difference that could be an important contributor to the observed differences in the overall pattern of gene expression.

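None of the 23 probe sets of Table S4 met the criteria for a primarily long-term response, and 11 met those for a primarily acute response. Of these 11, 7 were higher than control (bida, baxa, gadd45bb, casp9, mdm2 and both probe sets of pmaip1) and 4 were lower (cycsb, etnk1 and both probe sets of ccnd1). On the list of p53 targets fixed beforehand, 4 of 30 measured genes rose and 1 fell in the long-term response (5 and 1 adjusted over the list alone), with tp53inp1 higher by 1.04 ± 0.25 on the log2 scale (adjusted p = 0.0099), and the list was not called (median 0.13, adjusted p = 0.085; adjusted p = 0.25 with an estimated correlation). In the test of the difference, 9 members were lower and 1 was higher in the long-term than in the acute groups (9 and 1 adjusted over the list alone), among them foxo3b, a transcription factor of starvation and stress (-1.09 ± 0.22, adjusted p = 0.0014), and the list was called lower (adjusted p = 0.035; adjusted p = 0.25 with an estimated correlation). The long-term call of tp53inp1 was lost without control replicate 2 (log2 differences 0.74 to 1.3 over the 15 fits that each left out 1 array).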

### The Apoptosis Pathway is affected in both the Long-term and Acute Responses

The KEGG apoptosis pathway includes genes that are important for both the intrinsic or extrinsic mechanisms of apoptosis. Expression was detected for transcripts corresponding to 42 probe sets. A few of these are also included in the KEGG p53 regulatory pathway. 

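The apoptosis pathway was tested on the 20 probe sets of Table S5, which the study chose on the same arrays. The distance of the acute arrays from the controls was the largest of the 84 splits (exact permutation test, p = 0.0119), and that of the long-term arrays was matched or exceeded in 4 of 84 (p = 0.0476). For 0.1 against 1.0 Gy, 13 of the 200 splits that keep each response balanced were as large (exact permutation test, p = 0.065). Adjusted over the 5 planned tests, the values were 0.0298, 0.0595 and 0.065. The long-term p was above 0.05 without control replicate 2 (0.143), control replicate 3 (0.179) or any 1 of the embryo 1.0 Gy arrays (0.0536 to 0.0714). Fewer splits are possible there. The smallest possible p is then 0.0357 without a control and 0.0179 without an embryo array, so part of these rises comes from the coarser test. The dose p was 0.01 with 3 dimensions, and over the 15 fits that each left out 1 array it ran from 0.005 (without control replicate 3) to 0.135 (without embryo 0.1 Gy replicate 1); p values are from exact permutation tests. A single member of the pathway passed for dose, the NF-κB inhibitor nfkbiab, which was higher at 0.1 Gy.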

The pattern of expression differed between the acute response groups and the control group (*P* = 0.0013), between the long-term response groups and the control groups (*P* = 0.0060), and, unusually, between the high and low dose groups (*P* = 0.048). An overview of the differences between treatment groups, reduced to two dimensions based on multidimensional scaling, is shown in Figure 5A. As with the p53 pathway, individuals in the acute response groups were the most distant from the control individuals in this representation, but in contrast to the p53 pathway, there was some overlap between groups; notably, individuals in long-term 1.0 Gy group and the acute 1.0 Gy group were intermingled.

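In the scaling of the apoptosis pathway the adult arrays lay at a mean distance of 4.24 ± 0.15 (SD, n = 3; 0.1 Gy) and 3.64 ± 0.21 (1.0 Gy) from the centre of the controls. The embryo 0.1 Gy arrays lay at 3.74 ± 0.23, the embryo 1.0 Gy arrays at 2.05 ± 0.44 and the controls themselves at 0.80 ± 0.31. The same groups differed in single genes of the pathway, with pik3r3b, a regulatory subunit of phosphoinositide 3-kinase, which fell by 1.11 ± 0.12 on the log2 scale in the long-term response (adjusted p = 8.1e-05) and fell by 1.1 ± 0.12 in the acute response (adjusted p = 1.2e-05).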

**Figure 5:**
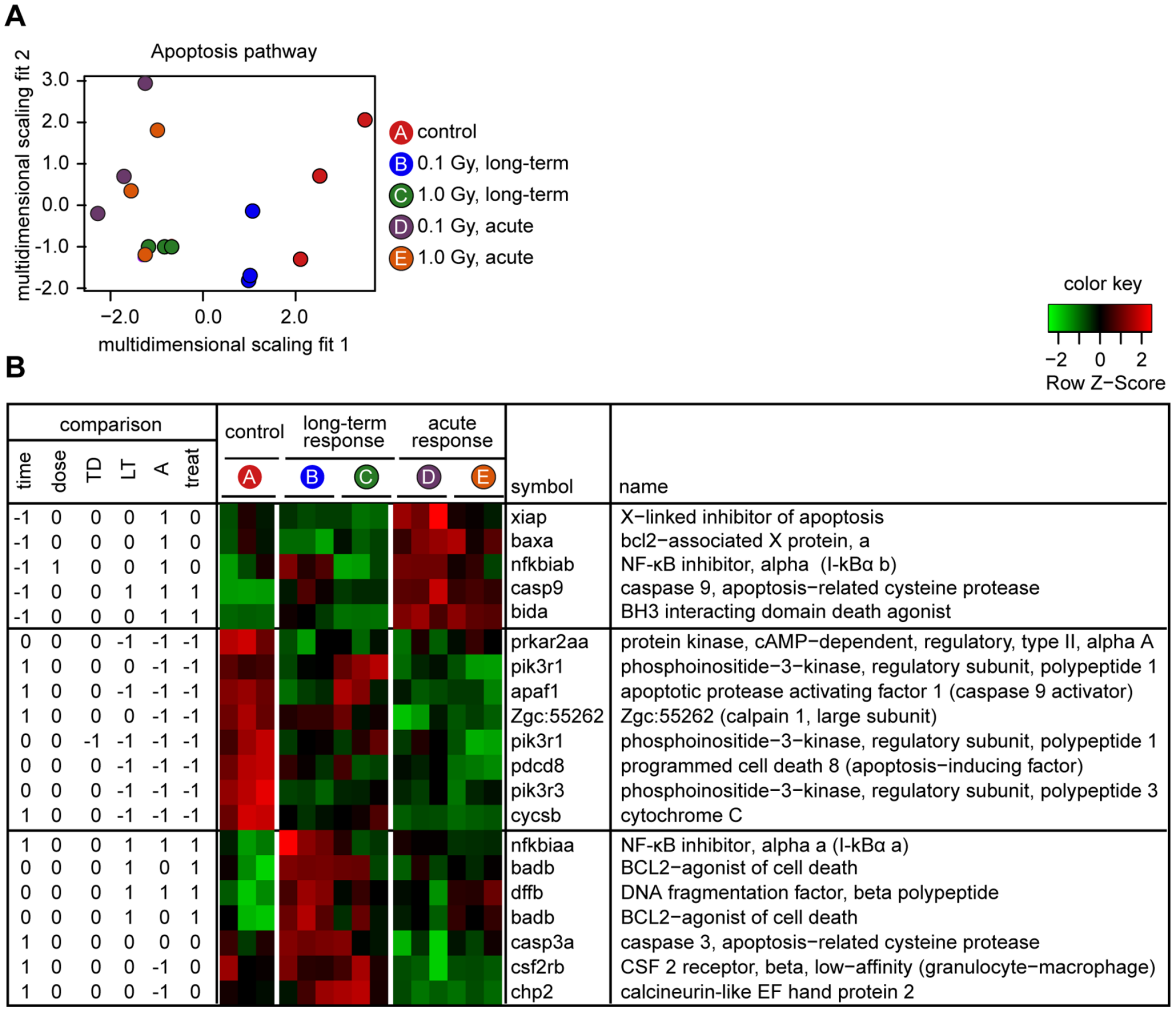
Analysis of apoptosis pathway. A. Multidimensional scaling representation of results for apoptosis pathway, based on 42 probe sets for which data are available, symbols as in Fig. 4. B. Responses for 20 probe sets that showed significant differences in one or more statistical comparisons, depicted and labeled as in Fig. 4. For details of KEGG apoptosis pathway – Danio rerio (zebrafish): (http://www.genome.jp/kegg-bin/show_pathway?dre04210). Note that the name of badb has been corrected to “BCL2-agonist of cell death” (not “antagonist”) in agreement with direct experimental evidence in the zebrafish [34] and the known function of the mammalian ortholog [35].

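Of the 20 probe sets of Table S5, 17 passed in the acute response, 7 higher and 10 lower than control, and 11 passed in the long-term response, 5 higher and 6 lower. In the time comparison 13 passed, 8 higher and 5 lower in the long-term groups. For the time-dose interaction 1 passed, a probe set of pik3r1, another subunit of phosphoinositide 3-kinase (log2 difference -0.46 ± 0.09, adjusted p = 0.038), whose call was lost in 9 of the 15 fits that each left out 1 array. By the criteria of Fig. 2A, nfkbiaa was primarily long-term, and 9 probe sets were primarily acute, 4 of them higher than control (baxa, bida, casp9 and xiap) and 5 lower (capn1, cycsb, chp2 and the probe sets listed as apaf1 and csf2rb).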

There were 20 probe sets that, individually, showed significant differences in at least one statistical comparison. Figure 5B shows results of statistical comparisons, a heat map depicting the patterns of expression, and other information (refer to Table S5 for further details). We again divided the heat map into three sections vertically. Transcripts corresponding to the top five probe sets were highly induced in the acute reponse. Among these are the pro-apoptotic genes baxa, bida, and casp9. Potentially offsetting the effects of these genes, there was also strong induction of the anti-apoptotic gene, xiap. 

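xiap, an inhibitor of caspases, rose in the acute response (log2 difference 0.53 ± 0.15, adjusted p = 0.0083), had a long-term difference of -0.26 ± 0.15 (adjusted p = 0.2) and was lower in the long-term than in the acute groups (-0.80 ± 0.12, adjusted p = 0.00017). Of 24 measured regulators of apoptosis on the list fixed beforehand, 11 rose and 2 fell in the acute response (12 and 3 adjusted over the list alone), and 6 rose and 2 fell in the long-term response (6 and 4 adjusted over the list alone). The increases were of both kinds, with the anti-apoptotic mcl1a (1.32 ± 0.12, adjusted p = 2e-06) and bcl2l10 (1.18 ± 0.23, adjusted p = 0.00093) in the acute response and the pro-apoptotic bik (1.19 ± 0.14, adjusted p = 0.00015) in the long-term response. Camera called the list in neither response (adjusted p = 0.054 and 0.61) and not in the time comparison (adjusted p = 0.068). The long-term call of bik was lost without control replicates 2 and 3 together.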

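nfkbiab rose in the acute response (log2 difference 1.21 ± 0.34, adjusted p = 0.01) and had a long-term difference of 0.43 ± 0.34 (adjusted p = 0.37). It was higher at 0.1 than at 1.0 Gy over both responses (1.55 ± 0.28, adjusted p = 0.037) and within the embryo groups (2.04 ± 0.39, adjusted p = 0.023). Its means were 9.68 ± 0.88 (SD, n = 3) in controls, 11.14 ± 0.43 and 9.09 ± 0.51 in the embryo groups at 0.1 and 1.0 Gy, and 11.43 ± 0.04 and 10.36 ± 0.59 in the adult groups. The acute call was lost without control replicate 1 (log2 differences 0.79 to 1.67 over the 15 fits that each left out 1 array), and the dose call in 10 of the fits.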

Another gene in this group, interestingly, is nfkbiab, which encodes a different isoform of the IκBα factor than the one previously discussed in the context of the long-term response.

Transcripts corresponding to a middle group of eight probe sets were down-regulated in the acute response and, in most cases, in the long-term response. These genes include cytochrome c, a factor involved in cytochrome c release (pdcd8), and a number of upstream apoptotic regulatory genes.

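In this middle group aifm1 (listed as pdcd8), a mitochondrial factor of cell death, fell in the acute response (log2 difference -0.81 ± 0.12, adjusted p = 0.00013) and in the long-term response (-0.61 ± 0.12, adjusted p = 0.0033). The protein kinase A subunit prkar2aa fell in both (-0.33 ± 0.09, adjusted p = 0.01, and -0.40 ± 0.09, adjusted p = 0.0084), and so did a probe set of pik3r1 (-1.11 ± 0.19, adjusted p = 0.00041, and -0.70 ± 0.19, adjusted p = 0.019). The other probe set of pik3r1 fell in the acute response alone (-0.61 ± 0.11, adjusted p = 0.00059), with a long-term difference of -0.04 ± 0.11, and was higher in the long-term than in the acute groups (0.57 ± 0.09, adjusted p = 0.0003). The calpain capn1 fell in the acute response (-1.01 ± 0.15, adjusted p = 0.00014), with a long-term difference of -0.38 ± 0.15 (adjusted p = 0.086). The long-term call of pik3r1 was lost without control replicate 2 or 3 (log2 differences -0.89 to -0.55 over the 15 fits that each left out 1 array), and prkar2aa was not called with other probe sets of the gene.

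**Figure D7:**
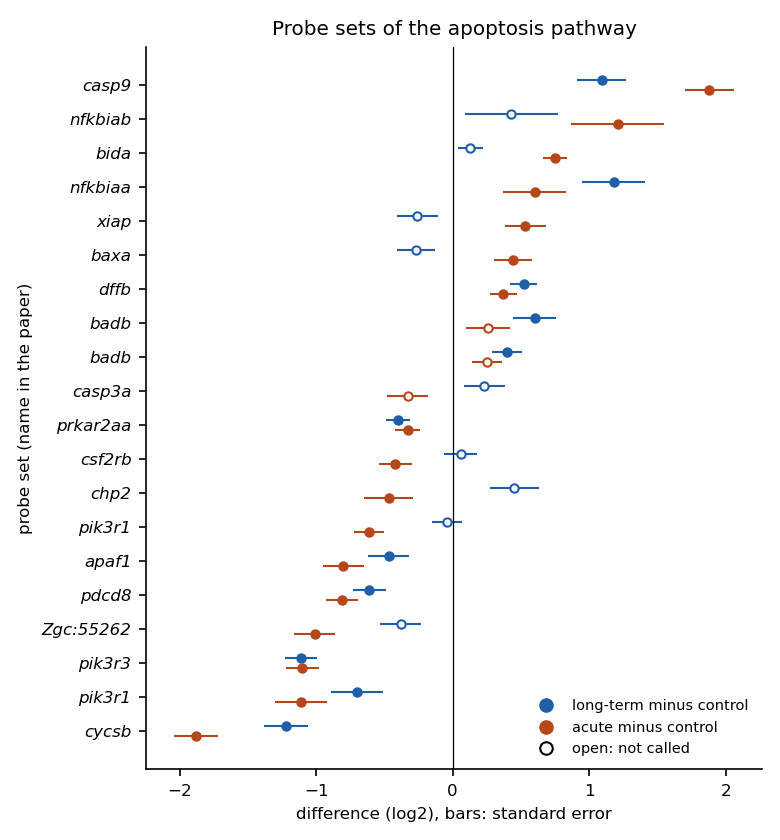
Log2 difference from control of the 20 probe sets of Table S5 in the long-term and in the acute response; horizontal bars are standard errors from limma, blue marks the long-term and red the acute response, and open symbols are differences that did not pass. casp9 lies farthest above 0 and cycsb farthest below 0 in the acute response.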

Transcripts corresponding to the bottom group of seven probe sets showed a high level of expression in the long-term response groups relative to control (three probe sets), relative to acute groups (three probe sets) or relative to both (one probe set). This bottom group includes the pro-apoptotic bad gene, a common subunit of several cytokine receptors (csf2rb), an enzyme responsible for apoptotic DNA fragmentation (dffb), a phosphatase regulatory protein (chp2) and, as discussed previously, an isoform of IκBα that differs from the one induced in the acute response (nfkbiaa).

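badb rose in the long-term response by 2 probe sets (log2 differences 0.60 ± 0.16 and 0.40 ± 0.11, adjusted p = 0.014 and 0.018) and did not pass in the acute response (0.26 ± 0.16 and 0.25 ± 0.11) or in the time comparison (0.34 ± 0.13 and 0.15 ± 0.09, adjusted p = 0.05 and 0.2). dffb rose in the long-term response (0.52 ± 0.10, adjusted p = 0.0031) and in the acute response (0.37 ± 0.10, adjusted p = 0.01). chp2 was higher in the long-term than in the acute groups (0.92 ± 0.14, adjusted p = 0.00026), with differences from control of 0.45 ± 0.18 (long-term, adjusted p = 0.081) and -0.47 ± 0.18 (acute, adjusted p = 0.039). The probe set listed as csf2rb, annotated grb2b here, was also higher in the long-term than in the acute groups (0.48 ± 0.10, adjusted p = 0.0017), and differed from control in the acute response (-0.42 ± 0.12, adjusted p = 0.01) and not in the long-term response (0.06 ± 0.12). The long-term calls of badb were lost in 7 and 3 of the 15 fits that each left out 1 array, the acute call of chp2 in 7, and that of grb2b without control replicate 1 (log2 difference -0.29). Without control replicates 2 and 3 together, the long-term calls of badb and dffb were lost.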

## Discussion

We describe here the use of the zebrafish model to investigate the long-term effects of radiation exposure, based on changes in the mRNA expression pattern in the liver. The study was performed using the Affymetrix microarray platform, with technical validation of the results for selected transcripts using qPCR. Distinctive aspects of the study were that it characterized the radiation response *in vivo* in an intact organism, that it characterized low-dose effects, and that it characterized long-term effects, that is, where there was a long time interval between exposure and analysis. The biological characteristics of the zebrafish model, where development occurs external to the mother, were an enabling factor for this particular design, where embryos but not mothers were exposed.

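For hmgcs1, of cholesterol synthesis, the mean was 7.99 ± 0.46 (SD, n = 3, log2) in controls, 5.86 ± 0.32 in the embryo 0.1 Gy group and 5.72 ± 0.16 in the embryo 1.0 Gy group. For tubb2b it was 10.35 ± 0.26, 7.57 ± 0.20 and 8.47 ± 0.19, and for the clock gene nr1d2b 7.59 ± 0.26, 8.70 ± 0.27 and 8.68 ± 0.16. Of the 1832 probe sets that passed in the long-term response, which are selected on the mean of the doses, the median size of the difference was 0.61 at 0.1 Gy and 0.57 at 1.0 Gy, and it was larger at 0.1 Gy for 1039 of them and at 1.0 Gy for 793. In the acute response the medians were 0.63 and 0.65, and 1604 differences were larger at 0.1 Gy and 1813 at 1.0 Gy. Each dose was not tested against the controls on its own.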

The study reached three main conclusions (1) there is a large set of transcripts where a low-dose exposure early in life affects expression in the adult, many months following the initial treatment, (2) this long-term response is not merely an attenuated version of an acute response, but involves hundreds of genes that are unaffected or less affected when individuals of the same age were irradiated 4 hours before analysis, and (3) the effects of 0.1 Gy and 1.0 Gy exposure are in many instances similar. It is important to qualify the last of these conclusions by noting that zebrafish, with their compact genome, are more radioresistant than mammals. Radiation cytotoxicity to the embryo at these doses is either minimal (0.1 Gy) or mild and well tolerated (1.0 Gy). Thus, both doses might be within the “low-dose” regime in the zebrafish model.

The marked difference between long-term and acute responses points to differences in the underlying mechanisms of transcriptional regulation. It appears that one of these involves p53, which appears to play a much larger role in the acute than the long-term response. The p53 protein is regulated post-translationally (tp53 mRNA was unaffected by treatment in the zebrafish model, data not shown). We did not attempt to measure levels or modifications of p53 directly, as we lacked the necessary species cross-reactive antibodies. Nevertheless, up-regulation of a large number of p53 target genes strongly implies up-regulation of p53 protein itself.

Whereas the p53-dependent DNA damage response appears to contribute to the acute effects of radiation on the mRNA profile, we were not able to identify any single mechanism as a driver of the long-term response. There was a preponderance of signaling and regulatory genes among the up-regulated transcripts and of metabolic enzymes among the down-regulated transcripts. One hypothesis is that radiation exposure sets in motion long-term inflammatory processes, to the detriment of liver parenchymal cell function. However, the specifics are not well understood, in part because not all of the genes that regulate inflammatory responses are well characterized in the zebrafish. An example is socs8, which was among the most highly induced transcripts in the long-term response. In mammals, members of the socs gene family inhibit stat proteins. However, there is apparently no precise mammalian ortholog of socs8, and its exact role in stat regulation remains to be elucidated.

Apoptotic regulatory genes were affected in the long-term response, although the pattern of change was different than in the acute response. Of note, the bad gene was highly induced in the long-term response. In zebrafish and other organisms, bad is pro-apoptotic [34]. In mammals, its product both competes with anti-apoptotic bcl-2 family members and forms a complex with p53 protein that permeabilizes the mitochondrial membrane [35]. In addition to up-regulation of bad, we found that chp2 was expressed at higher levels in the long-term response groups than in the acute response groups. As indicated in the KEGG apoptosis pathway chart, chp2 influences protein phosphatase 3 activity, which promotes removal of a phosphate group that negatively regulates activity of the bad product. Thus, both transcriptional and post-translational mechanisms may play into the activity of bad in the long-term response.

One of the interesting features of zebrafish, and of teleost models in general, is an ancient, whole-genome duplication that created many homeologous genes, some of which have evolved functional differences and others not. For example, induction of nfkbiab was associated with the acute response, whereas induction of nfkbiaa was associated primarily (but not exclusively) with the long-term response. Similarly, induction of gadd45bb was associated with the acute response, whereas induction of gadd45ba showed a mixed pattern with a trend toward inverse dose-dependence. It will be of interest to learn whether these pairs of homeologous genes have evolved different functions, in addition to different regulatory patterns.

One of the features that make zebrafish attractive as a model organism is the ability to manipulate embryonic gene expression via microinjection with mRNA or antisense morpholino oligonucleotide. As an example, knockdown of Ku70 or Ku80 repair proteins sensitizes embryos to acute radiation-induced apoptosis, an effect that can be reversed by co-injection of morpholino oligonucleotide-resistant mRNA [2], [36]. Although we did not take advantage of this feature of the model in the present study, it should be readily possible to do so in the future, for example, by attenuating expression of inflammatory signaling genes to determine if this influences the long-term response as reflected in the pattern of organ-specific gene expression.

### Conclusions

More than 350 transcripts are distinctively altered in the livers of adult zebrafish liver, as measured 16 weeks following low or moderated dose radiation treatment of zebrafish embryos. The long-term response differs strikingly from that seen when adults of the same age were irradiated four hours before analysis. Results indicate that the zebrafish holds promise as a genetically tractable model for addressing mechanisms by which radiation injury translates into long-term effects.

## Supporting Information

Table S1 Figure 2B gene list. List of genes that appear in the heat map in Figure 2B. Columns contain: Affymetrix probe set ID, gene symbol, gene title, Entrez gene number, Gene Ontology (Biological Process, Cellular Component, or Molecular Function), gene group in this experiment (i.e., whether the probe set was significantly up or down comparing the long-term response groups with the non-irradiated control group, and whether or not it also showed a change in the acute response group relative to the control group), the fold change up or down for the comparison between the long-term response groups and the control group (note that fold change up and fold change down are reciprocals of one another), and the adjusted *P* value for the comparison of the long-term response group and control group.
(XLSX)

Table S2 Figure 2C gene list. List of genes that appear in the heat map in Figure 2C. Column labels are the same as for Table S1, except that comparisons are for the acute groups versus the control group.
(XLSX)

Table S3 Primers for qPCR. List of primers used for experiment in Figure 3. Primers were used to amplify cDNA for indicated genes.
(XLSX)

Table S4 Figure 4 gene list. List of genes that appear in the heat map in Figure 4. Columns A-G contain: Affymetrix probe set ID, gene symbol, gene title, Entrez gene number, Gene Ontology (Biological Process, Cellular Component, or Molecular Function). The remaining columns contain results for the six statistical comparisons diagrammed in Figure 1: treatment, time, dose, time-dose interaction, long-term versus control, and acute versus control. For each of the comparisons, the log-transformed difference, the fold change up or down, and the adjusted *P* value are given.
(XLSX)

Table S5 Figure 5 gene list. List of genes that appear in the heat map in Figure 5. Column labels are the same as for Table S4. Note that gene name for badb has been corrected to “BCL2-agonist of cell death” as explained in the legend for Figure 5 in the main text.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

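Liver mRNA of male zebrafish was measured on 15 GeneChip Zebrafish Genome Arrays, 3 in each of 5 groups, and each array read the pooled livers of 2 males. The groups were non-irradiated controls, fish irradiated with 0.1 or 1.0 Gy at 24 hours post fertilization and examined at 16 weeks (long-term response), and fish irradiated with the same doses as adults and examined after 4 hours (acute response). The deposited values are log2 probe set expression. According to the methods of the paper and the deposited record, the authors checked array quality with affyPLM and applied quantile normalization and Robust Multiarray Average summarization in R, without stating versions. The values were used as deposited. The file holds 15617 probe sets without a filter, and array medians lay between 5.018 and 5.14. For 4 arrays, control replicates 2 and 3 and adult 0.1 Gy replicates 1 and 2, the source name in the record reads as the other of these groups. Groups follow the title, dose and timing entries, and with these groups the differences in Tables S4 and S5 were matched to within 5e-06, directly for the long-term, acute and all-irradiated columns, and for the time, dose and interaction columns after the differences used here were multiplied by 2.

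Of the probe sets, 115 are controls of the manufacturer and were left out, which leaves 15502. This choice was made after both sets of counts, and the counts of the study, had been seen. Through the array annotation and the gene table, 10795 probe sets had 1 gene symbol, 135 had several and 4572 had none, and 8796 genes had at least 1 probe set. The 8634 probe sets with an interquartile range of at least 0.2 over the 15 arrays were tested with limma 3.58.1 in R 4.3.3, as the methods of the paper describe. A linear model with 5 group means and moderated variances was fitted. A probe set was called in a comparison where the Benjamini-Hochberg adjusted p of the F-test over the groups and that of the comparison were both under 0.05. The comparisons were long-term against control, acute against control, all irradiated groups against control, time (long-term minus acute), dose (0.1 minus 1.0 Gy), the time-dose interaction (the 0.1 minus 1.0 Gy difference in the long-term groups minus that in the acute groups, divided by 2), and 0.1 against 1.0 Gy within each response. Primarily long-term and primarily acute probe sets follow the criteria of Fig. 2A. Standard errors and adjusted p values are from limma, and the number of arrays limits their precision. Arrays of a group come from the same batch of fish, so these values measure the spread within batches.

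Before the data were examined, 25 gene lists were written from general knowledge. They cover p53 targets, apoptosis regulators, NF-κB and cytokine signaling, acute-phase and complement, endoplasmic reticulum chaperones and the unfolded protein response, fasting and gluconeogenesis, lipid and cholesterol synthesis, hypoxia targets, the circadian clock, the glucocorticoid and stress response, DNA repair, the cell cycle, ribosome biogenesis, mitochondrial respiration, the proteasome, extracellular matrix, the egg-yolk and oestrogen response, and markers of hepatocytes, exocrine pancreas, intestine, erythrocytes, leukocytes, muscle, biliary, stellate and endothelial cells, and germ cells. Each list was tested in 3 comparisons with camera of limma at a preset correlation of 0.01, over all genes with the probe set of the highest mean, and p values were adjusted over the 75 tests. Camera with an estimated correlation and fry were run beside it. Counts of called members are also given adjusted over the list alone. Some lists hold genes that the tables of the paper pick from these arrays, and those tables had been seen. Examples are hspa5 and pdia4 (endoplasmic reticulum), igfbp1b and cpt1b (fasting), and cish and nfkb2 (NF-κB). Counts and calls of such lists are therefore not independent of the choice of the study.

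Pathways were tested by classical scaling to 2 dimensions, the Hotelling T2 distance between groups and a two-sided exact permutation test over all splits. The membership of the KEGG pathways was not in the files, so the 23 probe sets of Table S4 (p53 pathway) and the 20 of Table S5 (apoptosis pathway) were used, and the study picked these on the same arrays. The copy of Table S2 was read only in part, for 1135 of its probe sets, all of which were primarily acute here.

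Genes named in the text follow a rule written before the data were examined. It takes every gene named in Tables 1 and 2, Figs. 3, 4B and 5B, the results or the discussion (whose values in the tables of the paper had been seen), the 10 largest increases and decreases of each response with all irradiated arrays on the same side of all controls, up to 4 called members of each list, and up to 10 called genes for dose, for the interaction and for dose within each response. No probe set could be paired with calrl or mlec.

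The steps were tested on simulated data with the same design. Of 50 probe sets changed by 0.5, 44% were recovered, of those changed by 1, 96%, and 1 of the unchanged probe sets was called. All 5 shifted lists were recovered, with 0 of 15 unshifted lists called higher, and the pathway test gave a p under 0.05 in 6% of 200 draws without a change. The simulated probe sets varied independently of each other, so this could not show false calls of lists whose genes vary together. In the data the estimated correlation ran from -0.006 (p53 targets) to 0.767 (exocrine pancreas markers). The alternatives were no interquartile range filter, a stricter one, a filter on dim probe sets, no F-test gate, adjustment over all contrasts together, subtraction of array medians, quantile normalization applied again, variance trend with robust estimation, array weights, only the groups compared, a replicate block, other probe sets of the named genes, other probe sets, dimensions and scales for the pathways, other backgrounds and correlations for the lists, each array left out in turn, and all 4 arrays with a differing source name left out. The control probe sets kept, control replicates 2 and 3 left out, and control replicate 1 left out with adult 1.0 Gy replicate 3 were added after the data were examined, as was an interquartile range of at least 0.28. Counts were also compared with those of up to 100 other groupings of the arrays. The PCR values of the study and the KEGG tables were not in the files and were left out.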

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

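The tests of control labels, number of controls, time since feeding, share of hepatocytes and single arrays behind the dose comparison, and the look at embryo-called probe sets in the adult groups, were chosen after the results were seen, and the other tests here were set before.

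The number of probe sets called for the long-term response depended on which control was left out. It was 1832 with all controls, 837 without control replicate 2, 828 without control replicate 3 and 2071 without control replicate 1, and that last value argues against the loss of any 1 control as the cause. An exchange of control replicates 2 and 3 with adult 0.1 Gy replicates 1 and 2, as their source names read, is argued against by correlations, since control replicate 1 correlated more with the other controls than with these adult arrays by 0.035 (0.97 against 0.935, with ranges of at most 0.0049). A long-term array under the label of control replicate 1 is argued against by 1638 probe sets on which this array lay with the other controls, apart from all 6 long-term arrays. With each long-term array in its place the number was 265 to 1023 (SD 300). The explanation is not excluded, since control replicate 1 correlated with embryo 1.0 Gy replicate 1 (0.9735) at least as highly as with control replicates 2 and 3 (0.9727 and 0.9678). On a scale from the other controls (0) to the long-term arrays (1), control replicate 1 lay at 0.52, and what sets it between them stays open. No biological explanation was tested against these.

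Camera at the preset correlation called the list of endoplasmic reticulum genes lower in both responses, with 31 of 50 members lower and a median of -0.63 (acute) and 20 of 50 lower and a median of -0.35 (long-term), and less so in the long-term groups. These calls were lost with an estimated correlation (adjusted p = 0.25, 0.31 and 0.43). None of the explanations tested could be excluded. A longer time since feeding may lower these genes, and fasting genes were higher in the acute groups (adjusted p = 0.00013, or 0.25 with an estimated correlation) and not called in the long-term groups (adjusted p = 0.35), but feeding times are not given and cannot be told apart from irradiation. An effect of radiation with a dose response in adults stays open, with a median 0.1 minus 1.0 Gy difference of 0.07 (mean 0.0339, exact permutation p = 0.4, where 0.1 is the smallest that 3 arrays against 3 allow). A smaller share of hepatocytes also stays open, since 9 hepatocyte markers with a mean under 12 had a median acute difference of -0.45 and a 95% bootstrap interval from -2.38 to 0.56 (10000 draws), and the full list of 31 had a median of -0.02 and was not called (adjusted p = 0.42).

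Of 40 probe sets called for dose, 25 were higher at 0.1 Gy, among them mycb, socs3a and ppp1r15a. A difference confined to 1 response stays open. Of the 25, 24 were higher at 0.1 Gy in both responses, but a choice on the mean of both favours this, and of the 35 probe sets called higher at 0.1 Gy between the embryo groups, 18 were higher at 0.1 Gy between the adult groups, and 10 of 20 splits of the adult arrays, the real one included, gave as many. Single arrays lead the comparison, with as few as 3 probe sets called when embryo 1.0 Gy replicate 2 was left out and 77 without control replicate 1. Of the 100 groupings drawn, none but the real one called as many, and the highest other called 18. An effect of dose therefore stays a hypothesis that rests on few arrays.

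On the second dimension of the apoptosis pathway, embryo 1.0 Gy replicate 3 lay at 0.07, far from the other long-term arrays, of which the nearest was at 1.02. It was the only array apart in 16 groups tested, and chance gives about 1 in 20.

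By the time-dose interaction, a difference between the responses was seen in 61 probe sets, and the highest other grouping called 33. The count ranged from 4 without adult 0.1 Gy replicate 3 to 132 without control replicate 1, and was 13 with a replicate block. It moved by more than 1.5 times in 12 of the 15 fits that each left out 1 array. Also, 29 probe sets were called in opposite directions in the long-term and acute responses, and these were not tested as a set. By the time comparison, lists lower in the long-term than in the acute groups were p53 targets (adjusted p = 0.035), fasting and gluconeogenesis (adjusted p = 1.3e-06), hypoxia targets (adjusted p = 0.00045), extracellular matrix (median -0.18, 1 member higher and 6 lower, adjusted p = 0.032) and the egg-yolk and oestrogen response (adjusted p = 0.015). The endoplasmic reticulum list (adjusted p = 4.8e-06) and DNA repair (adjusted p = 0.035) were higher. None of these 7 calls held with an estimated correlation (adjusted p from 0.21 to 0.56). For the number of lists called in the time comparison chance was not excluded, since 66 of 100 groupings called as many (7 lists called, highest other 14).

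The paper does not report on the following lists, and none of their calls held with an estimated correlation. In the long-term response camera called lipid and cholesterol synthesis (adjusted p = 8.6e-05) and the proteasome (adjusted p = 0.00045) lower, and the circadian clock (adjusted p = 0.014), the cell cycle (adjusted p = 0.015), and erythrocyte (adjusted p = 0.046), leukocyte (adjusted p = 0.018) and muscle markers (adjusted p = 0.014) higher. Chance was not excluded for the number called, with as many in 41 of 84 splits (8 lists, highest other 14). In the acute response it called the proteasome lower (adjusted p = 0.0004), and fasting and gluconeogenesis (adjusted p = 0.00013), the circadian clock (adjusted p = 0.0062), the cell cycle (adjusted p = 0.006), erythrocyte (adjusted p = 0.015), leukocyte (adjusted p = 0.032) and muscle markers (adjusted p = 0.015), the egg-yolk and oestrogen response (adjusted p = 0.021) and germ-cell markers (adjusted p = 0.023) higher. For the number called here chance was not excluded either, with as many in 9 of 84 splits (12 lists, highest other 16).

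The paper describes the long-term groups of both doses as close to one another in the scaling, and gives no count of genes for 0.1 against 1.0 Gy within a response. Between the embryo groups 107 probe sets were called and between the adult groups 7, and the 10 splits of 3 arrays against 3 are too few for a share under 0.05 (highest other 2 and 3). For the other counts, none of the other groupings drawn called as many. They were 1832 for the long-term response (highest other split 702), 3417 for the acute response (1523), 2793 for all irradiated groups (2007), 2875 for time (421), 360 primarily long-term (2) and 2062 primarily acute (0). For the last 2 counts the groupings mixed all 5 groups, so they do not test the long-term set apart from the acute effect. Such groupings cannot tell irradiation from other differences between the groups.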

How the results depend on the processing

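Of the alternatives below, those that leave out 2 arrays together, a range of at least 0.28 and the one that keeps the control probe sets were chosen after the data were examined. Of 27 alternatives set beforehand, 18 moved the dose count and 17 the interaction count by more than 1.5 times. Without the F-test gate and with the control probe sets kept, all 524 results for named genes kept their direction and their side of the threshold. Without the interquartile range filter 26 probe sets were called for dose, 34 for the interaction and 4 between the adult groups. With a range of at least 0.5, which leaves fewer probe sets, 1375 were called for time, 652 long-term, 1367 acute, 1133 over all irradiated groups and 0 between the adult groups (1077 at an unadjusted p under 0.05 in limma with the reported filter), with 152 primarily long-term and 1066 primarily acute. Adjusted together over the contrasts, 455 were called for dose and 467 for the interaction. With a range of at least 0.28, 47 were called for dose and 62 for the interaction. With a variance trend and robust estimation 17 were called for dose and 12 between the adult groups. With array weights the counts were 265 for dose, 174 for the interaction, 3907 long-term, 4627 over all irradiated groups, 355 between the embryo groups, 47 between the adult groups and 825 primarily long-term. With only the groups compared they were 105 for the interaction, 0 between the adult groups and 188 primarily long-term. Replicates with the same number were no more alike than others (mean correlation -0.046 against 0.023), and with a replicate block 23 were called for dose, 13 for the interaction and 66 between the embryo groups. For these settings the cause was not tested.

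Some settings leave fewer arrays, under which some counts fell and others rose. Of the causes, only those of the long-term count without control replicate 2 or 3 were tested. Without the 4 arrays whose source name reads otherwise, 111 were called long-term, 1197 acute, 420 over all irradiated groups and 29 between the adult groups, with 14 primarily long-term, 983 primarily acute and 209 of the 389 calls of named genes. There the acute differences of dlat (0.115) and eif4g2a (0.66) were reversed. This leaves 1 control and 1 adult 0.1 Gy array, which are assumed to vary like the other groups. Without control replicates 2 and 3, where the same is assumed of the lone control, the counts were 105 for the interaction, 137 long-term, 1332 acute, 525 over all irradiated groups, 13 primarily long-term, 1079 primarily acute and 248 of the calls. Without control replicate 1 and adult 1.0 Gy replicate 3, they were 115 for dose, 179 between the embryo groups and 23 between the adult groups, and the cause was not tested. With another probe set the time difference of mpx was reversed (0.623), and the cause was not tested.

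With each array left out in turn, counts ranged from 2370 to 3084 for time, 3 to 77 for dose, 4 to 132 for the interaction, 828 to 2071 long-term, 2435 to 3511 acute, 1614 to 2957 over all irradiated groups, 37 to 173 between the embryo groups, 0 to 53 between the adult groups, 154 to 432 primarily long-term and 1742 to 2070 primarily acute. Changes of at least 2-fold ranged from 200 to 417 long-term and 655 to 899 acute, and calls of named genes from 312 to 358. Lists called ranged from 7 to 9 long-term, 12 to 14 acute and 6 to 10 for time. With an estimated correlation 0, 0 and 0 were called by camera (2, 6 and 5 at an unadjusted p under 0.05; 6, 13 and 9 by fry). Exact permutation p values ranged from 0.0179 to 0.0357 (p53, long-term), 0.0119 to 0.0357 (p53 and apoptosis, acute), 0.0357 to 0.179 (apoptosis, long-term) and 0.005 to 0.135 (apoptosis, dose), and the last was 0.01 with 3 dimensions. In the tests against control, leaving out an array of the groups compared leaves fewer splits and raises the smallest possible p, up to 0.0357. The excess covariance of the responses was 0.1006 over all probe sets, against 0.1685. Signal near the background of the arrays limits small differences, and with only probe sets whose highest group mean is at least 6, 2172 were called for time, 1508 long-term and 2539 acute.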

Differences from the paper's values

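In this part a dose test of the p53 pathway and 46 definitions of the number of probe sets tested were chosen after the values were seen. The paper's number of probe sets tested is 5307 and the number here was 8634. Of the alternatives set before the data were examined, the values were within 1.5-fold with only probe sets whose highest group mean is at least 6 (4911) and without the 4 arrays whose source name reads otherwise (7597). They were not under the other 24 of 26 settings, which gave 15502 without the filter, 1947 with a range of at least 0.5, 8241 after subtraction of array medians, 8128 after quantile normalization again, 8188 to 8793 with 1 array left out, and 8634 where the setting does not change the filter. Of 41 interquartile range minimums from 0.2 to 0.6 and 5 counts of called probe sets (4204 to 5608), which were tried after the paper's number was seen, 0 gave 5307, and the nearest, a minimum of 0.28 chosen after seeing the values, gave 5310 and drops 46 of the 360 probe sets of Table S1 and 137 of the 1135 read from Table S2 from their sets. The minimum that the paper states is 0.2.

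For the p53 pathway the paper's p is 0.0013 for the acute and 0.0060 for the long-term response, against 0.0119 and 0.0238 here by exact permutation tests. For the apoptosis pathway the paper's values are 0.0013 and 0.0060, against 0.0119 and 0.0476. All 4 pairs still differed under all 18 alternatives, which changed the probe sets, the dimensions or the scale or left out 1 array. The smallest p that the 84 splits allow is 0.0119, and the probe sets tested here are those of Tables S4 and S5 and not whole KEGG pathways.

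The paper's count for time is 3293 and the count here was 2875, within 1.5-fold, and without the F-test gate the count was 3293. The paper's dose p for the apoptosis pathway is 0.048 and the value here was 0.065, and with 3 dimensions it was 0.01. A dose test of the p53 pathway, for which the paper's text gives no value and which was added after the other values were seen, gave an exact permutation p of 0.005, the smallest possible, and is outside the adjusted family.

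In Fig. 4B the interaction is marked for casp3a and not for gadd45aa. Here, as in Table S4, it was called for gadd45aa (log2 difference -0.76, adjusted p = 0.036) and not for casp3a (0.36, adjusted p = 0.2). In Fig. 5B the interaction is marked on the pik3r1 probe set that is lower in the long-term response. Here, as in Table S5, it was called on the other pik3r1 probe set (-0.46, adjusted p = 0.038) and not on that one (-0.45, adjusted p = 0.22). In Fig. 5B casp3a is marked in no comparison, and in Fig. 4B, in Table S5 and here it was higher in the long-term than in the acute groups (0.55, adjusted p = 0.0024). The other calls printed in both figures match those here. Table 1 marks ippk as also lower in the acute response. In Table S1 and here it was not (-0.37, adjusted p = 0.091), and with array weights it was called (-0.431). For the other 19 genes of Table 1 and the 18 of Table 2 paired with a probe set, the marks match the calls here. The legends of Tables 1 and 2 describe p values of the time comparison, whereas the listed values are close to those of the long-term and acute comparisons here. Those of alg2 and eif4g2a differ in the last digit.

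The paper assigns the first dimension of the scaling mainly to irradiation, the second to timing and the third to dose. Here the irradiated groups also lay apart from the controls on the first dimension (-31.2 in controls), but the adult groups (26.5 and 25.3) lay farther from the embryo groups (-7.8 and -12.8) than these did from the controls. The second set the embryo groups (-12.2 and -15.7) apart from the adult groups (9.2 and 0.9), with the controls at 17.9. On the third, the 1.0 Gy means lay above the 0.1 Gy means in both responses, and single arrays led it. For the apoptosis pathway the paper describes embryo and adult 1.0 Gy arrays as mixed with each other. In the scaling of the Table S5 probe sets they were apart on the first dimension, from -1.53 to -1.18 and from 0.83 to 1.35. The paper describes the acute arrays as most distant from the controls. Here the mean distance was 4.24 in adult 0.1 Gy, 3.74 in embryo 0.1 Gy, 3.64 in adult 1.0 Gy and 2.05 in embryo 1.0 Gy arrays. The paper scaled a larger set of probe sets of this pathway. Those of Table S5 are the part that it found significant on these arrays, and 13 of the 20 were called in the time comparison. This choice favours a gap between embryo and adult arrays, so these values cannot contradict the paper's description. The probe set that the paper lists as apaf1 is annotated etnk1 in the table used here, and the one listed as csf2rb is annotated grb2b.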

Other observations

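No test in this part was chosen after the result was seen. The mitochondrial chaperone hspd1 fell in both responses (log2 differences -1.63 ± 0.17 acute, adjusted p = 8.5e-06, and -1 ± 0.17 long-term, adjusted p = 0.0013), and so did the proteasome subunit psmd12 (-0.84 ± 0.12, adjusted p = 6.5e-05, and -0.89 ± 0.12, adjusted p = 0.00023). These calls passed in all 15 fits that each left out 1 array, and both long-term calls were lost without the 4 arrays whose source name reads otherwise. Of 40 measured genes of the glucocorticoid and stress response, 8 rose and 14 fell in the acute response (9 and 14 adjusted over the list alone) and 3 rose and 6 fell in the long-term response (4 and 6), and camera called the list in neither (adjusted p = 0.21 and 0.31). Its medians (-0.08 and -0.05) were below 0, as in the test, and its means (0.09 in both) above. Members moved apart, and tsc22d3, which glucocorticoids induce, was lower in the long-term than in the acute groups (-1.83 ± 0.24, adjusted p = 7.4e-05), as was fkbp5 (-1.62 ± 0.39, adjusted p = 0.005).

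The repair nuclease apex1 fell in the acute response (-1.13 ± 0.18, adjusted p = 0.00017) and less in the long-term response (-0.56 ± 0.18, adjusted p = 0.034; difference between the responses 0.57 ± 0.14, adjusted p = 0.0068). The long-term call was lost in 5 of the 15 fits, among them those without control replicate 2 (-0.51) or 3 (-0.44), and all 3 calls without the 4 arrays whose source name reads otherwise. rpa1, which binds single-stranded DNA, was higher in the long-term than in the acute groups (0.46 ± 0.09, adjusted p = 0.001). Of 42 measured genes, 7 were higher and 1 lower in that comparison (16 and 1 adjusted over the list alone; adjusted p = 0.56 with an estimated correlation), and the list was called in neither response (1 rose and 1 fell long-term, 2 rose and 4 fell acute, or 1 and 0, and 3 and 7, adjusted over the list alone; adjusted p = 0.15 and 0.57). Of 45 genes of the cell cycle, 2 rose and 0 fell in the long-term response, and 5 rose and 2 fell in the acute response (2 and 0, and 8 and 3, adjusted over the list alone; adjusted p = 0.66 in both with an estimated correlation).

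The acute-phase and complement list (27 genes) was called in neither response, with 1 member higher long-term and 2 acute and 0 lower (5 and 0, and 3 and 2, adjusted over the list alone; adjusted p = 0.31 and 0.4). Its medians change sign when array medians are subtracted (0.04 to -0.01 long-term) or quantile normalization is applied again (-0.002 to 0.03 acute). Of 13 genes of the egg-yolk and oestrogen response, 0 rose and 2 fell in the long-term response (0 and 2 adjusted over the list alone; adjusted p = 0.62), and 3 rose and 1 fell in the acute response (6 and 1 adjusted over the list alone; adjusted p = 0.25 with an estimated correlation).

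Among markers of other cells, 3 of 32 leukocyte genes rose in the long-term response and 7 in the acute response, with none lower (5 and 8 adjusted over the list alone). After subtraction of array medians these counts were 0 and 4. Of 31 muscle genes 0 and 1 rose, of 18 erythrocyte genes 0 and 2, and of 21 germ-cell genes 0 and 0, with 0 lower in each (0 and 2, 0 and 3, and 0 and 4 adjusted over the list alone). The germ-cell list was not called in the long-term response (adjusted p = 0.15), and with an estimated correlation the adjusted p of the called lists of these markers was 0.56 or 0.66. Markers of exocrine pancreas (20 genes, 0 and 1 lower and 0 higher, adjusted p = 0.81 and 0.24), intestine (18 genes, 1 and 3 lower and 0 higher, adjusted p = 0.054 in both) and biliary, stellate and endothelial cells (27 genes, 3 higher, and 2 higher and 1 lower, adjusted p = 0.62 and 0.81) were called in neither response. Adjusted over the list alone, 0 and 1 higher and 0 and 1 lower were called for pancreas, 0 and 5 lower for intestine, and 3 and 3 higher and 0 and 1 lower for biliary, stellate and endothelial markers. The share of each cell type in the livers was not measured. Under the scaling alternatives the long-term medians of the apoptosis, fasting, ribosome, mitochondrial, matrix and biliary lists and the acute median of the biliary list also changed sign.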
